# ONE-seq: epitranscriptome and gene-specific profiling of NAD-capped RNA

**DOI:** 10.1093/nar/gkac1136

**Published:** 2022-12-07

**Authors:** Kongyan Niu, Jinyang Zhang, Shuwen Ge, Dean Li, Kunfeng Sun, Yingnan You, Jiaqian Qiu, Kun Wang, Xueting Wang, Rui Liu, Yandong Liu, Bing Li, Zheng-Jiang Zhu, Lefeng Qu, Hong Jiang, Nan Liu

## Abstract

The hub metabolite, nicotinamide adenine dinucleotide (NAD), can be used as an initiating nucleotide in RNA synthesis to result in NAD-capped RNAs (NAD-RNA). Since NAD has been heightened as one of the most essential modulators in aging and various age-related diseases, its attachment to RNA might indicate a yet-to-be discovered mechanism that impacts adult life-course. However, the unknown identity of NAD-linked RNAs in adult and aging tissues has hindered functional studies. Here, we introduce ONE-seq method to identify the RNA transcripts that contain NAD cap. ONE-seq has been optimized to use only one-step chemo-enzymatic biotinylation, followed by streptavidin capture and the nudix phosphohydrolase NudC-catalyzed elution, to specifically recover NAD-capped RNAs for epitranscriptome and gene-specific analyses. Using ONE-seq, we discover more than a thousand of previously unknown NAD-RNAs in the mouse liver and reveal epitranscriptome-wide dynamics of NAD-RNAs with age. ONE-seq empowers the identification of NAD-capped RNAs that are responsive to distinct physiological states, facilitating functional investigation into this modification.

## INTRODUCTION

In eukaryotes, 5′,5′-triphosphate-linked 7-methylguanosine (m^7^G) is the predominant 5′-end cap structure of RNA (m^7^Gppp-RNA or m^7^G-RNA), essential for RNA stability, polyadenylation, splicing, localization, and translation (1–3). Recently, NAD, the adenine nucleotide containing metabolite, emerged as a non-canonical initiating nucleotide (NCIN) incorporating at the 5′-terminus of RNA to result in NAD-capped RNAs (NAD-RNA), which are estimated to make up more than 0.6% and 1.3% of the mRNA transcripts expressed in the entire transcriptome from mouse liver and kidney, respectively (4,5). NAD capping may define a yet-to-be understood epitranscriptomic mechanism.

Mounting evidence associates aging with transcriptional and metabolic alterations (6–8), yet how these processes are integrated into the regulation of aging is only beginning to be revealed. NAD is the hub metabolite and redox regent for cells, involving in a wide range of biological processes (9). In rodents and humans, studies have revealed that the NAD level declines with age in critical organs including liver (10). Boosting NAD biosynthesis, on the other hand, extends lifespan in yeast (11), worms (12), flies (13) and mice (14). Given the dynamics of NAD and gene expression over the course of adult lifespan, it is important to better understand how NAD-RNAs are modulated with age and its consequent impact on the progression of aging. Knowing the identity of NAD-modified RNAs is prerequisite for functional studies. However, investigating functional insight of NAD-RNAs has been largely limited by the analytical methods available.

The currently reported NAD-RNA identification methods involve the use of multiple chemo-enzymatic reactions (15). NAD captureSeq was initially reported, utilizing an enzymatic reaction by adenosine diphosphate ribosyl-cyclase (ADPRC) and copper-catalyzed click chemistry to biotinylate NAD-RNAs for affinity binding (15). Enriched RNAs were used for high-throughput sequencing. However, the presence of copper ions degrades RNA, in congruence with the observation that most NAD-RNAs revealed by this method are 3′-truncated (15). To preserve RNA integrity, SPAAC-NAD-seq was recently developed in *Arabidopsis*, employing the strain-promoted azide alkyne cycloaddition (SPAAC) (16). In SPAAC-NAD-seq, ADPRC first catalyzed the reaction between transcripts and azide resulting in azide-functionalized substrate. Azide-functionalized substrate can be biotin-conjugated via copper-free click chemistry (16). As a result, SPAAC reaction can preserve full-length RNA transcripts. However, ADPRC has been noted to catalyze the reaction with m^7^G-RNAs (16). As such, SPAAC-NAD-seq requires antibody-based pre-treatment to deplete m^7^G-RNA from purified mRNA to mitigate non-specific enrichment of m^7^G-capped RNAs, thus demanding additional procedures and high RNA input (16). Given these limitations, currently available methods cannot be easily applied for gene-specific assessment of RNAs that contain NAD cap.

In the present study, we demonstrate that a one-step chemo-enzymatic reaction, when combined with NudC-catalyzed elution, enables the identification of NAD-RNAs directly from total RNA. By boronate affinity, we devise an ADPRC-independent strategy to validate newly identified NAD-RNAs. We proceed to explore the utility of ONE-seq method for epitranscriptome and gene-specific assessment, revealing previously unknown NAD-modified RNAs from adult mouse livers.

## MATERIALS AND METHODS

### Ethics Statement

All animal procedures have been reviewed and approved by the Institutional Animal Care and Use Committee at the Chinese Academy of Sciences and were in accordance with the Guide for the Care and Use of Laboratory Animals of the Chinese Academy of Sciences. All efforts were made to minimize the suffering of the animals.

### Animal experimentation

C57BL/6 mice were housed in an environmentally controlled room under a 12:12 h light/dark cycle at 23°C and were fed with commercial mouse chow food and water ad libitum. To examine the efficacy of NudC-catalyzed NAD-RNA elution, livers were dissected from 12-month old C57BL/6 mice. To profile NAD-RNA epitranscriptomes, livers were dissected from 2- and 18-month old C57BL/6 mice. Dissected livers were immediately frozen in liquid nitrogen.

### HEEB reaction with NAD

NAD (1 mM, Macklin, catalog: N814818) was reacted with HEEB (*N*-[2-(2-hydroxyethoxy) ethyl]-biotinamide, CAS: 717119-80-7, 5 mM, Amatek scientific, catalog: B-1328) under the catalysis of ADPRC (25 μg/ml, Sigma-Aldrich, catalog: A9106) in 100 μl of ADPRC reaction buffer (50 mM Na-HEPES pH 7.0, 5 mM MgCl_2_) (17) at 37°C for 1 h. The reaction mixture was terminated by heating at 95°C for 5 min and centrifugated at 20 000 *g* for 10 min at 4°C. The supernatant was analyzed by HPLC and LC–MS.

### HPLC and LC–MS analysis

Samples were analyzed by an Agilent Technologies 1260 Infinity with a C18 column (Phenomenex Kinetex, 5 μm EVO C18, 100 Å, 150 × 4.6 mm) monitoring at 260 nm. The mobile phase was composed of (A) 100 mM NH_4_HCO_3_ in water and (B) acetonitrile at a flow rate of 0.4 ml/min. The injection volume was 2 μl. The gradient was as follows: 0 min 0% B, 2 min 0% B, 4 min 20% B, 17 min 40% B, 19 min 100% B, 24 min 100% B, and 30 min 0% B. The retention time of NAD and ADPR-Biotin (product) was 9.393 min and 9.929 min, respectively. The corresponding compounds were purified from HPLC and then analyzed by LC–MS by Agilent Technologies 6120 Quadrupole with a C18 column (Agilent Poroshell, 120 EC-C18, 2.7 μm, 3.0 × 50 mm). The mobile phase was composed of (A) 0.1% formic acid in water and (B) acetonitrile at a flow rate of 0.4 ml/min. The injection volume was 5 μl. The gradient was as follows: 0 min 10% B, 4 min 100% B, and 7 min 100% B.

### In vitro transcription of NAD-RNA, and m^7^Gppp-RNA

To prepare short RNA of 38 nucleotides (nt), 10 μM template oligo DNA (template sequence: 5′-GATCAC**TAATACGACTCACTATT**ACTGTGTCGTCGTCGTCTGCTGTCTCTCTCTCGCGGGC-3′; boldface letters denote the sequence of T7 class II promotor (ϕ2.5)) and (anti-sense: 5′-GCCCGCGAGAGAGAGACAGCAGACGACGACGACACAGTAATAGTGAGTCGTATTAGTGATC-3′) (18) were combined in 50 μl of 1 × Cut Smart buffer (New England Biolabs, catalog: B7204S) and annealed by heating to 95°C for 5 min. The annealing reaction was by cooling down to 4°C at a ramp rate of 0.1°C/s in a thermocycler (Eppendorf, Germany). To prepare spike-in RNA of 106 nt, 88 nt oligo nucleotide without adenine was synthesized (Genewiz) and annealed to make double-stranded DNA template. Primer extension was used to increase the length of the template to encode 106 nt RNA (template sequence: 5′-GATCAC**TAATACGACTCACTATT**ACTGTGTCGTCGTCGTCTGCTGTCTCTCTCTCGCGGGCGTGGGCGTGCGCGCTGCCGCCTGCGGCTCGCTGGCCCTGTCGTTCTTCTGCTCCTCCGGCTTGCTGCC-3′; boldface letters denote the sequence of T7 class II promotor (ϕ2.5)) and (anti-sense: 5′-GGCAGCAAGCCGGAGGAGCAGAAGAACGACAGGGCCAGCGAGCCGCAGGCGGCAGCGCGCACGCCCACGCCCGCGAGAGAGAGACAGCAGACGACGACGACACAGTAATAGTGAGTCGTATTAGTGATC-3′). To prepare spike-in ppp-RNA of 62 nt, oligonucleotide was synthesized (Genewiz) and annealed to make double-stranded DNA template (template sequence: 5′-**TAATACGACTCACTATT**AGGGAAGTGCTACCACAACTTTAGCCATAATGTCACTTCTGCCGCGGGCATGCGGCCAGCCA-3′; boldface letters denote the sequence of T7 class II promotor (ϕ2.5)) and (anti-sense: 5′-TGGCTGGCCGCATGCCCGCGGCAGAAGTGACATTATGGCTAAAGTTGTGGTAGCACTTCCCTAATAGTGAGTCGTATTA-3′). To prepare spike-in NAD-RNA (500 nt) and m^7^Gppp-RNA (500 nt) with identical sequence, oligonucleotide without adenine was synthesized (Genewiz) and were subjected to polyadenylation for poly(A) tails elongation (template sequence: 5′-**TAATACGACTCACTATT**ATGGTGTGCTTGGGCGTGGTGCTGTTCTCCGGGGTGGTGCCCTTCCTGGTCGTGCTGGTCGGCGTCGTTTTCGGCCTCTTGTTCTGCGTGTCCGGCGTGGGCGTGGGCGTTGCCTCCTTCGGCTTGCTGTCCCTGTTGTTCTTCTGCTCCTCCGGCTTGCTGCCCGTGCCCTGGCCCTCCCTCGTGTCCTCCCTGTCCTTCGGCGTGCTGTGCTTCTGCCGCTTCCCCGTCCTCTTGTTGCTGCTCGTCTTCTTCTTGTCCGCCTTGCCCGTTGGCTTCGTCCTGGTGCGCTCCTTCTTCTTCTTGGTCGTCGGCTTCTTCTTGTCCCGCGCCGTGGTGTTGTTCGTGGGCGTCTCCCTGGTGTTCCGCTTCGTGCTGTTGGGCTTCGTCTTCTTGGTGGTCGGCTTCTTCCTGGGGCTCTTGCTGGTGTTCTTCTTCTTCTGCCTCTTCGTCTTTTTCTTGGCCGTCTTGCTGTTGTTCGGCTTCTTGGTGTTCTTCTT-3′; boldface letters denote the sequence of T7 class II promotor (ϕ2.5)) and (anti-sense: 5′-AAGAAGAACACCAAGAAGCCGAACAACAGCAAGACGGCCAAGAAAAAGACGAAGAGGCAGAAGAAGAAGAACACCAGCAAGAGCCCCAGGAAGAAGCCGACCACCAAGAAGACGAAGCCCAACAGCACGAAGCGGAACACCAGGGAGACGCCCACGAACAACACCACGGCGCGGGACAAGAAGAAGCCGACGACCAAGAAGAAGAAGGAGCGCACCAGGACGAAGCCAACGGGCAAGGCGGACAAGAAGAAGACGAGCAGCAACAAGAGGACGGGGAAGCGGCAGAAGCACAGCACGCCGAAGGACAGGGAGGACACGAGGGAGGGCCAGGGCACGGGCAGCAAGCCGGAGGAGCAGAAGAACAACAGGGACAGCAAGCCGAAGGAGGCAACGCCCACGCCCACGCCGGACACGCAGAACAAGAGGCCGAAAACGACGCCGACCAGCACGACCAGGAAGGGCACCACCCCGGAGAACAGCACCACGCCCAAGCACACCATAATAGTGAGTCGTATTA-3′). For *in vitro* transcription, 10 μM of double-stranded DNA (dsDNA) template in 100 μl transcription buffer (Promega, catalog: P1300), along with 1 mM of each of GTP, CTP and UTP, with 1mM ATP (for normal RNA), 4 mM NAD (for NAD-RNA) or 4 mM m^7^GpppA (New England Biolabs, catalog: S1406S) (for m^7^G-RNA), 10 μl of T7 RNA polymerase (Promega, catalog: P1300), 5% DMSO, 5 mM DTT and 2.5-unit RNase inhibitor were added and the transcription mixture was incubated at 37°C for 4 h. The reaction was incubated with 11-unit DNase I (Promega, catalog: P1300) at 37°C for 30 min to remove the DNA template. RNA was then extracted using acid phenol/chloroform and precipitated with isopropanol (with 0.3 M sodium acetate, pH 5.5) at -80°C overnight. The RNA pellet was washed twice with 75% ethanol, air-dried, redissolved in DEPC-treated H_2_O, and stored at –80°C. For spike-in RNAs used as internal controls for gene-specific qRT-PCR assessment, NAD-RNA is 106 nt as described above. To prepare ppp-RNA, 88 nt oligo nucleotide was synthesized (Genewiz, China) and annealed to make double-stranded DNA template. Primer extension was used to increase the length of the template to encode 106 nt RNA (template sequence: 5′-GATCAC**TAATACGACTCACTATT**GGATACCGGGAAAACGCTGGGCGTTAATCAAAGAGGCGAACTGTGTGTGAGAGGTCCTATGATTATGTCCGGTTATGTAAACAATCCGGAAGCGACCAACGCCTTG-3′; boldface letters denote the sequence of T7 class II promotor (ϕ2.5)) and (anti-sense: 5′-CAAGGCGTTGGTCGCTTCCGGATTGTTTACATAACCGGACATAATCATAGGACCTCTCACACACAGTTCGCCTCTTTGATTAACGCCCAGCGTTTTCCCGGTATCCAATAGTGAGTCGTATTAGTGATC-3′). To prepare 45 nt m^7^Gppp-RNA, oligo nucleotide was synthesized (Genewiz) and annealed to make double-stranded DNA template. Primer extension was used to increase the length of the template to encode 45 nt RNA (template sequence: 5′-GATCAC**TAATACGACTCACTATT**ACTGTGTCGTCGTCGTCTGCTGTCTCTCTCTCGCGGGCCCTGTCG-3′; boldface letters denote the sequence of T7 class II promotor (ϕ2.5)) and (anti-sense: 5′-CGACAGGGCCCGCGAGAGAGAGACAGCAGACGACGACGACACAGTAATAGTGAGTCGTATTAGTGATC-3′).

For boronate affinity experiment, we synthesized m^7^G-RNA (500 nt) and ppp-RNA (500 nt) spike-ins with different sequences from that of NAD-RNA (500 nt, see above). The synthesis of m^7^G-RNA (500 nt) was as described in (17). To prepare m^7^G-RNA, oligonucleotide was synthesized (Genewiz) and were subjected to polyadenylation for poly(A) tails elongation (template sequence: 5′-**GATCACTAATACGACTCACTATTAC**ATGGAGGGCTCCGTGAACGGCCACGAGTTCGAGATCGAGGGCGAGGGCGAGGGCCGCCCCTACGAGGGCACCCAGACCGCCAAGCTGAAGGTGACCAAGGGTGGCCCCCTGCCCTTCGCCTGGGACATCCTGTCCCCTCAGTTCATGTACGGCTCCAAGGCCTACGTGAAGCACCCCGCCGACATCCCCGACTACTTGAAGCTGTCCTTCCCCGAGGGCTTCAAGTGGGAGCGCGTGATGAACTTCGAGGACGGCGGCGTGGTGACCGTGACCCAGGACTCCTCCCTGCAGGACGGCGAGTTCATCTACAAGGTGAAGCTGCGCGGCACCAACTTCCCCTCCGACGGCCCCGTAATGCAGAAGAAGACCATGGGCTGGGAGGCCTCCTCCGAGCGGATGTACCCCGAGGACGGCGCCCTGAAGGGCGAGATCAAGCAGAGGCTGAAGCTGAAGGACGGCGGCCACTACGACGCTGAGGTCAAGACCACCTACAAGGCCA-3′; boldface letters denote the sequence of T7 class II promotor (ϕ2.5)) and (anti-sense: 5′- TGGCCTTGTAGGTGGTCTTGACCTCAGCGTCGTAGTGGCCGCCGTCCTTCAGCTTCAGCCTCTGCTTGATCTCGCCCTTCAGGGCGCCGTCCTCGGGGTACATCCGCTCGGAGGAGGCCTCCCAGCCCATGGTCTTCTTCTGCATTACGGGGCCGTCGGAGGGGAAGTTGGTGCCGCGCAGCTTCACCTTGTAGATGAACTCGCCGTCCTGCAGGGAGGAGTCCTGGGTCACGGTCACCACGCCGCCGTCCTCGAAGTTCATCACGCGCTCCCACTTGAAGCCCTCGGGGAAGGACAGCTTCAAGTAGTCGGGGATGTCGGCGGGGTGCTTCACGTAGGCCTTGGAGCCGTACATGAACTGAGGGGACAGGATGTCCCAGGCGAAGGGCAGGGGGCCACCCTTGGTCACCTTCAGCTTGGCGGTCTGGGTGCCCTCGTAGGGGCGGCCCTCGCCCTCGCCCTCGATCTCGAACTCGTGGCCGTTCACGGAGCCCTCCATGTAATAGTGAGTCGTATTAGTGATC-3′). To prepare ppp-RNA, oligonucleotide was synthesized (Genewiz) and were subjected to polyadenylation for poly(A) tails elongation (template sequence: 5′-**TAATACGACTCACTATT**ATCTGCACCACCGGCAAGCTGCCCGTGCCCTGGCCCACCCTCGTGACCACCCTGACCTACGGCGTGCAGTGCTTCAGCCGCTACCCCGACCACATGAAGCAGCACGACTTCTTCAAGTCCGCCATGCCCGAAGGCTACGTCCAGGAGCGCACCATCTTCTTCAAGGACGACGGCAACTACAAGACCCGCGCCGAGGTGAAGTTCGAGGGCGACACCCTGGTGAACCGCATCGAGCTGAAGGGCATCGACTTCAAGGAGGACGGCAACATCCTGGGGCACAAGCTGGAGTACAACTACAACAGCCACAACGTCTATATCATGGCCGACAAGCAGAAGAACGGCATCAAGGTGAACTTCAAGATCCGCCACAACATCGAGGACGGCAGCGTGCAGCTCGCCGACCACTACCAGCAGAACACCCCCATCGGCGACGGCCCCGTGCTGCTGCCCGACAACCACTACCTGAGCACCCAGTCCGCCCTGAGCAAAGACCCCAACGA-3′; boldface letters denote the sequence of T7 class II promotor (ϕ2.5)) and (anti-sense: 5′-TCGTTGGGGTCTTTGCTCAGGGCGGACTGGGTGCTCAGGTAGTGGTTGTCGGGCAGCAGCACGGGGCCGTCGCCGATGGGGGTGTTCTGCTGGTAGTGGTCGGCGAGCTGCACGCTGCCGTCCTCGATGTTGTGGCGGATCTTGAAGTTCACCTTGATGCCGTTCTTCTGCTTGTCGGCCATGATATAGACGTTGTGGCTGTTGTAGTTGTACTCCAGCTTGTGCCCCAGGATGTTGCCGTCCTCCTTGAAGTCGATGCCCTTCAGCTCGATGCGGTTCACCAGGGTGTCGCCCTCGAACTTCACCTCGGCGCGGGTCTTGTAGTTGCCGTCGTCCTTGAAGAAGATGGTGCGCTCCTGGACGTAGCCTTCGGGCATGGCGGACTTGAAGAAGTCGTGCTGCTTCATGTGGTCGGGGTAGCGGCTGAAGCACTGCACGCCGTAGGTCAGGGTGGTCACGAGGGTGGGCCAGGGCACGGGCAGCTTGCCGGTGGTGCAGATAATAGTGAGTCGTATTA-3′).

### HEEB reaction with NAD-RNA (38 nt)

NAD-RNA (1 μg) was reacted with 40 mM and 100 mM HEEB (1 M stock in DMSO) under the catalysis of ADPRC (25 μg/ml) with 0.4 U/μl of RNase Inhibitor (Takara Bio, catalog: 2313A) in 100 μl of ADPRC reaction buffer (50 mM Na-HEPES pH 7.0, 5 mM MgCl_2_) at 37°C for 1 h. Product was purified with Zymo column (RNA Clean & Concentrator-5, Zymo Research, catalog: R1016) according to the instruction of manufacturer and analyzed by an 8% polyacrylamide TBE urea gel. Gel was stained by SYBR Gold (Invitrogen, catalog: S11494) and fluorescence was detected by Typhoon FLA 7000 fluorescent image analyzer (GE Life Science).

### Enrichment of biotinylated NAD-RNA (38 nt) and m^7^Gppp-RNA (38 nt)

Magnetic streptavidin beads (6 μl, MedChemExpress, catalog: HY-K0208) were washed 3 times with immobilization buffer (10 mM Na-HEPES, 1 M NaCl, 5 mM EDTA) (17), and then incubated with the purified RNA product from HEEB reaction in immobilization buffer, together with 0.4 U/μl of RNase Inhibitor, in a thermomixer at room temperature for 30 min. After the beads were washed 5 times with streptavidin wash buffer (50 mM Tris–HCl, pH 7.4, 8 M urea) (17), the biotinylated RNA on the beads was extracted with Trizol LS (Ambion, catalog: 10296010) and chloroform. The upper aqueous layer was further purified with Zymo column (Zymo Research, catalog: R1016). The purified RNA product was analyzed by an 8% polyacrylamide TBE urea PAGE gel. Gel was stained by SYBR Gold and fluorescence was detected by Typhoon FLA 7000 fluorescent image analyzer (GE Life Science).

### Dot blot analysis

500 ng RNA was blotted on Hybond N + membrane (GE Healthcare, catalog: RPN203B) which was then cross-linked by UV_254nm_ (0.18 J/cm^2^) twice. Membrane was blocked in 5% BSA in PBST (0.1% Tween20 in PBS) for 1 h, followed by incubation with Alexa Fluor® 790 Streptavidin (Jackson, catalog: 016–650-084, 1:10 000 in PBST) at room temperature for 2 h in the dark. Membrane was washed with PBST and PBS for 3 times, respectively, and imaged on the Odyssey LiCor CLx scanner (Li-Cor Biosciences) with the software set to auto-detect the signal intensity at 800 nm channel. Finally, the membrane was stained with methylene blue solution (0.3% w/v methylene blue + 30% v/v ethanol + 70% v/v H_2_O) (19) to visualize the presence of RNA.

### HEEB reaction for NAD-RNA (38 nt) and m^7^Gppp-RNA (45 nt)

100 ng of spike-in NAD-RNA (38 nt) and 200 ng of m^7^Gppp-RNA (45 nt) were incubated with 100 mM HEEB (1 M stock in DMSO) with ADPRC (25 μg/ml) in 100 μl of ADPRC reaction buffer (50 mM Na-HEPES pH 7.0, 5 mM MgCl_2_) at 37°C for 1 h. 100 μl of DEPC-treated H_2_O was then added and acid phenol/ether extraction was performed to stop the reaction (17). RNAs were precipitated by ethanol, re-dissolved in 20 μl of DEPC-treated H_2_O. 5 μl of biotinylated RNAs were kept as input. After HEEB reaction, biotinylated RNAs were incubated with streptavidin bead particles (6 μl, MedChemExpress, catalog: HY-K0208) and 0.4 U/μl of RNase Inhibitor (Takara Bio, catalog: 2313B) at 25°C for 30 min. Beads were washed four times with streptavidin wash buffer (50 mM Tris–HCl (pH 7.4) and 8 M urea), and three times with DEPC-treated H_2_O. The biotinylated RNA on the beads was extracted with Trizol LS (Ambion, catalog: 10296010) and chloroform. Input (see above) RNAs and the biotinylated RNA on the beads were analyzed by an 8% polyacrylamide TBE urea PAGE gel. Gel was stained by SYBR Gold and fluorescence was detected by Typhoon FLA 7000 fluorescent image analyzer (GE Life Science).

### NudC treatment of NAD-RNA (38 nt) and m^7^Gppp-RNA (38 nt)

De-capping of 200 ng NAD-RNA (38 nt) or m^7^Gppp-RNA (38 nt) was performed with 1 μl of NudC (New England Biolabs, catalog: M0607S) in 25 μl of NudC reaction buffer (100 mM NaCl, 50 mM Tris–HCl pH 7.9, 10 mM MgCl_2_, 100 μg/ml Recombinant Albumin) at 37°C for 30 min. Product was purified with Trizol LS (Ambion, catalog: 10296010) and analyzed by an 8% polyacrylamide TBE–urea gel. Gel was stained by SYBR Gold (Invitrogen, catalog: S11494) and fluorescence was detected by Typhoon FLA 7000 fluorescent image analyzer (GE Life Science).

### NudC treatment of NAD-RNA (38 nt) and m^7^Gppp-RNA (45 nt)

100 ng of spike-in NAD-RNA (38 nt) and 200 ng of m^7^Gppp-RNA (45 nt) were mixed together and incubated with 500 nM NudC (New England Biolabs, catalog: M0607S) in 25 μl of NudC reaction buffer (100 mM NaCl, 50 mM Tris–HCl pH 7.9, 10 mM MgCl_2_, 100 μg/ml Recombinant Albumin) at 37°C for 30 min. Product was purified with Trizol LS (Ambion, catalog: 10296010) and analyzed by an 8% polyacrylamide TBE urea gel. Gel was stained by SYBR Gold (Invitrogen, catalog: S11494) and fluorescence was detected by Typhoon FLA 7000 fluorescent image analyzer (GE Life Science).

### HEEB reaction with total RNA extract

Total RNA was prepared from mouse liver tissues, in accordance with manufacturer's instruction (Takara Bio, catalog: 9108). Total RNAs (100 μg) was incubated with 100 mM HEEB (1 M stock in DMSO), ADPRC (25 μg/ml, Sigma-Aldrich, catalog: A9106) and 0.4 U/μl of RNase Inhibitor (Takara Bio, catalog: 2313B) in 100 μl of ADPRC reaction buffer at 37°C for 1 h. 100 μl of DEPC-treated H_2_O was then added and acid phenol/ether extraction was performed to stop the reaction (17). RNAs were precipitated by ethanol, re-dissolved in 100 μl of DEPC-treated H_2_O. 5 μl of biotinylated RNAs were kept as input.

### NudC-catalyzed NAD-RNA elution

After HEEB reaction, biotinylated RNAs were incubated with streptavidin bead particles (6 μl, MedChemExpress, catalog: HY-K0208) and 0.4 U/μl of RNase Inhibitor (Takara Bio, catalog: 2313B) at 25°C for 30 min. Beads were washed four times with streptavidin wash buffer (50 mM Tris–HCl (pH 7.4) and 8 M urea), and three times with DEPC-treated H_2_O. To ensure complete elution, biotin-conjugated RNAs were replaced from streptavidin beads by incubating with 1 mM biotin buffer (20 μl, Sigma-Aldrich, catalog: B4639) at 94°C for 8 min, followed by incubation with 500 nM NudC (New England Biolabs, catalog: M0607S) in 25 μl of NudC reaction buffer (100 mM NaCl, 50 mM Tris–HCl pH 7.9, 10 mM MgCl_2_, 100 μg/ml Recombinant Albumin) at 37°C for 30 min. After NudC treatment, biotinylated-RNAs that are resistant to NudC catalysis, potentially derived from contaminating m^7^G-RNAs, were retained on beads by incubation with high-capacity streptavidin particle (20 μl, Thermo Fisher Scientific, catalog: 20357) at 25°C for 30 min. Eluted RNAs in the supernatant were used for next step.

### yDcpS treatment of NAD-RNA (38 nt) and m^7^Gppp-RNA (38 nt)

De-capping of 200 ng NAD-RNA (38 nt) and m^7^Gppp-RNA (38 nt) was performed with or without 1 μl of yDcpS (New England Biolabs, catalog: M0463S) in 1X yDcpS reaction buffer (10 mM Bis-Tris–HCl pH 6.5, 1 mM EDTA) in 20 μl total volume at 37°C for 1 h. Product was purified with Zymo column (RNA Clean & Concentrator-5, Zymo Research, catalog: R1016) according to the instruction of manufacturer and analyzed by an 8% polyacrylamide TBE urea gel. Gel was stained by SYBR Gold (Invitrogen, catalog: S11494) and fluorescence was detected by Typhoon FLA 7000 fluorescent image analyzer (GE Life Science).

### qRT-PCR for ppp-RNA (106 nt), NAD-RNA (106 nt) and m^7^Gppp-RNA (106 nt)

Total RNAs (100 μg) and 100 ng of spike-in NAD-RNA (106 nt), ppp-RNA (106 nt) or m^7^Gppp-RNA (106 nt) were incubated with 100 mM HEEB (1 M stock in DMSO) with or without ADPRC (25 μg/ml) in 100 μl of ADPRC reaction buffer (50 mM Na-HEPES pH 7.0, 5mM MgCl_2_) at 37°C for 1 h, followed by NudC-catalyzed NAD-RNA elution. Input (see above) and NudC-eluted RNAs from three biological replicates were used for qRT-PCR. Reverse transcription was performed with gene specific primers using SuperScript III SuperMix (Vazyme, catalog: R323-01). qPCR was performed using SYBR Green master mix (Vazyme, catalog: Q111-02) to detect NAD-RNA, ppp-RNA or m^7^Gppp-RNA from three biological replicates using specific primers described in Supplementary Table S4. Significance was assessed by Student's *t* test.

### PolyA-selected RNA sequencing

Input (see above) and NudC-eluted RNAs from four biological replicates of livers from 2- and 18-month old C57BL/6 mice were used for NGS library construction, in accordance with manufacturer's instructions (mRNA-seq Lib Prep Kit for Illumina, Abclonal, catalog: RK20302). Library quality was assessed by Bioanalyzer 2100 (Agilent, United States), and quantification was performed by qRT-PCR with a reference to a standard library. Libraries were pooled together in equimolar amounts to a final 2 nM concentration and denatured with 0.1 M NaOH (Sigma, catalog: 72068). Libraries were sequenced on the Illumina NovaSeq 6000 system (paired end; 150 bp).

### ONE-seq with polyadenylated NAD-RNA (500 nt) and m^7^Gppp-RNA (500 nt)

Total RNAs (100 μg) were mixed with 1 ng of 3′-end polyadenylated spike-in RNA (500 nt) that had 0% NAD-RNA/100% m^7^Gppp-RNA, 1% NAD-RNA/99% m^7^Gppp-RNA, 5% NAD-RNA/95% m^7^Gppp-RNA or 10% NAD-RNA/90% m^7^Gppp-RNA, respectively. The mixture of total RNAs and spike-in RNA (500 nt) were incubated with 100 mM HEEB (1 M stock in DMSO) with ADPRC (25 μg/ml) in 100 μl of ADPRC reaction buffer (50 mM Na-HEPES pH 7.0, 5 mM MgCl_2_) at 37°C for 1 h, followed by NudC-catalyzed NAD-RNA elution. Input (see above) and NudC-eluted RNAs from three biological replicates of livers from 18-month old C57BL/6 mice were subjected to polyA-selected RNA sequencing as mentioned above.

### 3′-End blocking by adaptor ligation

1 μg of NAD-RNA (38 nt) or m^7^Gppp-RNA (38 nt) was ligated with 5 μM 3′ adaptor oligo listed in Supplementary Table S5, in the presence of 10 U T4 RNA ligase 1 (New England Biolabs, catalog: M0202), 10% of PEG8000, 1 mM ATP and 40U RNaseOUT in 20 μl of 1x T4 RNA ligase buffer. Reaction was incubated at 16°C for 16 h. RNAs were purified by Trizol LS (Ambion, catalog: 10296010) according to the instruction of manufacturer and analyzed by an 8% polyacrylamide TBE urea gel. Gel was stained by SYBR Gold (Invitrogen, catalog: S11494) and fluorescence was detected by Typhoon FLA 7000 fluorescent image analyzer (GE Life Science).

### Enrichment of RNA oligonucleotide by boronic acid beads

Boronic acid beads (30 μl, Smart-Lifesciences, catalog: SA057005) were washed 3 times with binding buffer (50 mM Na-HEPES, 1 M NaCl, PH 7.8), and then incubated with RNA oligonucleotide in binding buffer in a thermomixer at 37°C for 2 h. Beads were then washed 3 times with wash buffer (50 mM PBS, pH 7.4, 6 M urea); RNA oligonucleotide bound by the beads was extracted with Trizol LS (Ambion, catalog: 10296010)). Purified RNA product was analyzed by an 8% polyacrylamide TBE–urea PAGE gel. Gel was stained by SYBR Gold and fluorescence was detected by Typhoon FLA 7000 fluorescent image analyzer (GE Life Science).

### qRT-PCR analysis of NAD-capped RNAs bound by boronic acid beads

Total RNAs were extracted from three biological replicates of livers from 2-month old C57BL/6 mice as described above. For each replicate, total RNAs (50 μg) were mixed with polyadenylated spike-in RNAs (1 ng NAD-RNA, 1 ng m^7^Gppp-RNA, and 1 ng of ppp-RNA). RNAs were incubated with yDcpS (New England Biolabs, catalog: M0463) in 50 μl of 1X yDcpS reaction buffer at 37°C for 1 h, to remove m^7^G cap. After purification with Trizol LS (Ambion, catalog: 10296010), yDcpS-treated RNAs were combined with 100 μmol oligo d(T)30VN in 100 μl 0.5× SSC buffer (Sangon Biotech, catalog: M0463), and incubated at 80°C for 5 min followed by 50°C for 60 min. Then, 1 μl RNase H (Thermo Fisher Scientific, catalog: EN0202) and 5.6 μl 10× Reaction buffer (Thermo Fisher Scientific, catalog: EN0202) were added. The mixture was incubated at 37°C for 20 min, and purified with Trizol LS (Ambion, catalog: 10296010). This step aims to promote 3′-end adaptor ligation by removing polyA sequence tract from the endogenous transcripts. Prior to 3′-end ligation, polyA-depleted RNAs were treated with 2 U CIAP (Thermo Fisher Scientific, catalog: 18009019) in the presence of 40 U RNaseOUT at 37°C for 1 h to remove 5′-terminal phosphate. RNA was extracted with Trizol LS (Ambion, catalog: 10296010). 5 μg of CIAP-treated RNA products were ligated with 100 μM 3′ adaptor oligo listed in Supplementary Table S5, in the presence of 10 U T4 RNA ligase 1 (New England Biolabs, catalog: M0202), 10% of PEG8000, 1 mM ATP and 40 U RNaseOUT in 50 μl of 1× T4 RNA ligase buffer. Reaction was incubated at 16°C for 16 h. RNAs were purified by Trizol LS (Ambion, catalog: 10296010), and re-dissolved in 100 μl of binding buffer (50 mM Na-HEPES, 1 M NaCl, PH 7.8). RNAs were incubated with boronic acid beads (30 μl, Smart-Lifesciences, catalog: SA057005) at 37°C for 2 h. Beads were washed three times with wash buffer (50 mM PBS and 6 M urea), and once with DEPC-treated H_2_O. Reverse transcription was performed with adaptor-based primer listed in Supplementary Table S5, by BeyoRT™ II First-Strand cDNA Synthesis Kit (Beyotime, catalog: D7168M). Meanwhile, 5 μg of CIAP-treated RNAs without 3′ ligation were incubated with boronic acid beads, reverse transcribed with random hexamer primers, and served as input. After reverse transcription, DNA/RNA mixtures were treated with 1 U RNase H at 37°C for 20 min. While ppp-RNA (500 nt) was served as the baseline, NAD-RNA (500 nt) was used as a positive control, and m^7^G-RNA (500 nt) was used as a negative control. Primers were listed in Supplementary Table S4. To calculate the fold enrichment of each adaptor + reaction from qPCR data, we normalized the Ct value of the target RNA to the Ct of the ppp-RNA. Fold enrichments were calculated by normalizing adaptor + fraction value (ΔCt of target RNA normalized to the ppp-RNA) to nonspecific background (the similar ΔCt calculation of the input), to yield the ΔΔCt value. The linear conversion of this ΔΔCt resulted in fold enrichment. Significance was assessed by Student's *t-*test.

### Data analysis

All sequencing reads were processed with Trim Galore (v0.6.6) (20) with the parameters ‘–nextseq 30 –paired’ to remove the adapter sequences (AGATCGGAAGAGC) from NovaSeq-platforms, and reads longer than 20 bp were kept. Reads that passed the quality control procedure were kept and mapped to the Mus musculus genome (GRCm38) using STAR (2.7.6a) (21) with default parameters. Mapped read pairs were counted against Gencode (M23) annotations using featureCounts (v2.0.1) with parameters ‘-p -B -C’ (22). Aligned reads were summarized as exon counts and gene body counts using exon annotation and gene body annotation, respectively. Intron read counts were calculated by subtracting exon counts from gene body counts at gene-level (23). Read alignments were converted to the bigwig files by bamCoverage (24) and were visualized at selected genomic regions by IGV (v2.8.3) (25). Sequencing saturation was assessed by randomly subsampling of the original libraries and analysis of the corresponding changes in gene numbers with more than 10 read counts. The gene body coverage of sequencing reads was calculated using RSeQC (26) by counting the number of reads covering each nucleotide position and all transcripts were scaled to 100 bins.

Genes that had zero count in more than 25% (3 out of 12) sequencing libraries were removed before performing differential analysis. Principle component analysis (PCA) was performed with R function ‘prcomp’ using a transformed counts matrix by function ‘vst’. To identify NAD-RNA from total RNA-seq data, we used R package *DESeq2* (v1.30.0) (27) to perform differential analysis. Significance of logarithmic fold changes were determined by a Wald test to approximate *P* values, and genes passing an independent filtering step were adjusted for multiple testing using the Benjamini-Hochberg procedure to yield a false discovery rate (FDR). NAD-RNAs were defined as fold change of normalized transcript counts ≥2 and FDR <0.05 in NudC-treated samples compared to those in input samples. Gene annotation information, such as chromosome, gene-types, gene-lengths and intron coordinates were retrieved from Gencode (M23) annotations. The violin plot, bar plot, line chart and scatter plot were generated by R package *ggplot2* (v3.3.2) (28).

Pathway enrichment analysis was performed using R package *gprofiler2* (v0.2.1) (29). Pathways were defined as the molecular pathways of Reactome (BioMart releases: 2021-5-7) (30) and the biological processes (BPs) of GO (BioMart releases: 2021-05-01) (31) without less reliable GO annotations (IEAs) that are not manually reviewed. Size of enriched gene sets were limited to range between 5 and 350. Multiple testing corrections were performed with *gprofiler2* built-in ‘g_SCS’ method and terms with adjusted *P*-value <0.05 were considered as significantly enriched. Top 10 significantly enriched pathways were visualized in bar plot. In addition, the results of the pathway analysis were visualized using the EnrichmentMap App (v1.1.0) in Cytoscape (v3.8.2) (32). Network maps were generated for nodes with FDR <0.05 and nodes sharing gene overlaps with Jaccard coefficient >0.60 were connected by a blue line (edge). Clusters of related pathways were identified and annotated using the AutoAnnotate App (v1.3.5) in Cytoscape that uses a Markov Cluster (MCL) algorithm which connects pathways by shared keyword in the description of each pathway. The resulting clusters of pathways were manually reviewed and were designated as the major pathways in a circle (33).

### ONE-seq-based gene specific analysis of NAD capping

Total RNA was extracted from four biological replicates of livers from 2-month old C57BL/6 mice as described above. For each replicate, 100 μg total RNA, mixed with 1 ng of NAD-RNA (106 nt) and 1 ng of ppp-RNA (106 nt), was incubated with 100 mM HEEB (1 M stock in DMSO) with ADPRC (25 μg/ml) in 100 μl of ADPRC reaction buffer (50 mM Na-HEPES pH 7.0, 5 mM MgCl_2_) at 37°C for 1 h. 100 μl of DEPC-treated H_2_O was then added and acid phenol/ether extraction was performed to stop the reaction (17). RNAs were precipitated by ethanol, re-dissolved in 100 μl of DEPC-treated H_2_O. 1 μl of biotinylated RNAs were kept as input. After NudC-catalyzed NAD-RNA elution, input and NudC-eluted RNAs were used for reverse transcription. Quantification of transcript abundance by qRT-PCR was performed using SYBR Green master mix (Vazyme, catalog: Q111-02) following the manufacturer's protocol with primers listed in Supplementary Table S4. ppp-RNA (106 nt) was served as the baseline, and NAD-RNA (106 nt) was used as an internal positive control. To calculate the enrichment from qRT-PCR data, the Ct value of the target gene was first normalized to the Ct of the ppp-RNA (baseline). Next, the normalized NudC + fraction value (ΔCt of the target gene normalized to the ppp-RNA) was normalized to the background (ΔCt calculation for the gene in the input), to yield the ΔΔCt value. The linear conversion of this ΔΔCt resulted in the fold enrichment.

## RESULTS

### The workflow of ONE-seq

Compared to previous methods that require multiple reactions, we introduced HEEB (*N*-[2-(2-hydroxyethoxy) ethyl]-biotinamide) as a reactant, allowing only one reaction to biotinylate NAD-capped RNAs. To avoid contaminating signals, we designed a NudC-based post-treatment to elute biotin-conjugated RNAs specifically derived from NAD, but not m^7^G-capped transcripts from streptavidin beads. Therefore, our method circumvented laborious steps to purify mRNAs followed by clearance of m^7^G-capped RNAs. With significantly simplified procedures, our method enabled NAD-RNA profiling directly from total RNA. Based on the same platform, qRT-PCR analysis on specific NAD-RNAs could be readily applied.

We thereby named our method ONE-seq, through **O**ne-step chemo-enzymatic reaction to biotinylate NAD-capped RNA for streptavidin binding, followed by the nudix phosphohydrolase **N**udC-catalyzed **E**lution, to specifically harvest NAD-capped RNA from streptavidin beads for high-throughput **seq**uencing (Figure 1). First, HEEB has a terminal hydroxyl group as the nucleophile and a biotin group as the affinity tag. Catalyzed by ADPRC, nicotinamide moiety of NAD can be replaced by HEEB via nucleophilic reaction and simultaneously biotinylated, which subsequently can be enriched by streptavidin beads. Second, NudC, known for its ability to hydrolyze the diphosphate, but not triphosphate, linkage, detaches HEEB-RNAs specifically derived from NAD-capped transcripts from streptavidin beads. At this step, contaminating m^7^G-RNAs that also react with HEEB are retained on the bead. Third, eluted RNAs can be used for epitranscriptome-wide profiling as well as gene-specific qRT-PCR analysis.

**Figure 1.**
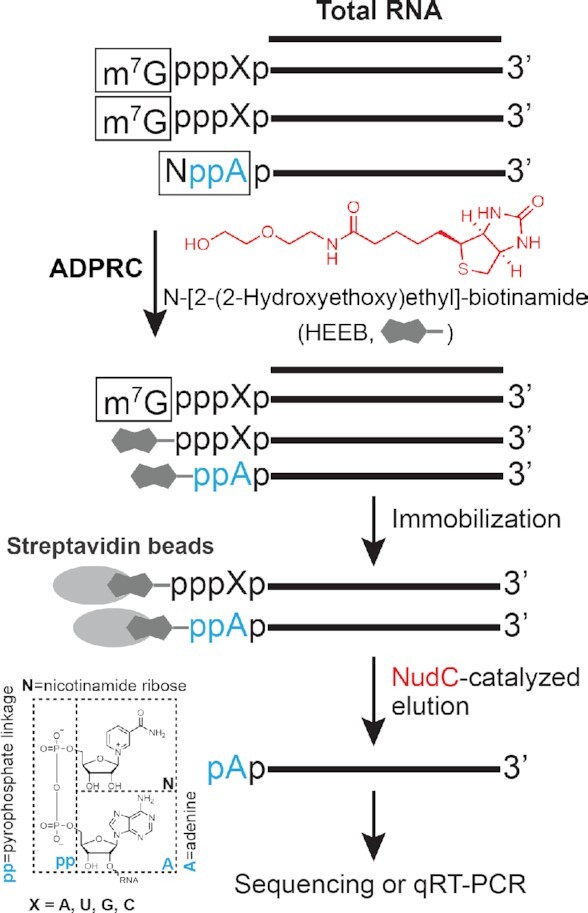
The workflow of ONE-seq. HEEB (*N*-[2-(2-hydroxyethoxy) ethyl]-biotinamide, in red) has a terminal hydroxyl group as the nucleophile and a biotin group as the affinity tag. In the presence of ADPRC, nicotinamide moiety of NAD can be replaced by HEEB via nucleophilic reaction and simultaneously biotinylated, which subsequently can be enriched by streptavidin beads. NudC (in red) detaches HEEB-RNAs specifically derived from NAD-capped transcripts from streptavidin beads, while contaminating m^7^G-RNAs that also react with HEEB remain retained on the bead. Eluted RNAs can be used for epitranscriptome-wide profiling as well as gene-specific qRT-PCR analysis.

### The feasibility of one-step chemo-enzymatic reaction

We tested the feasibility of one-step chemo-enzymatic reaction. First, we performed an ADPRC catalyzed reaction between NAD molecule and HEEB. HPLC and LC–MS confirmed a product corresponding to the biotinylated NAD-derived structure (Figure 2A and Supplementary Figure S1). Second, we subjected a synthetic 38-nucleotide (nt) NAD-capped RNA to the HEEB reaction, resulting in an ADPRC-dependent yielding, evidenced by the accumulation of an upper band in the TBE-UREA gel (Figure 2B). By incubation with the streptavidin beads, we showed the evidence that only the upper band from the reaction was retained by the streptavidin beads, while the lower band of non-biotinylated form was discarded with flow-through (Figure 2C). In addition, we applied avidin-conjugated fluorophore to detect biotinylation. Imaging-based dot blot assay corroborated the RNA product being biotin-tagged in the presence of ADPRC (Figure 2D). To examine the specificity, we subjected a mixture of m^7^Gppp-RNA (45 nt) and NAD-RNA (38 nt) with 100 mM HEEB to the reaction. While NAD-RNA reacted with HEEB, as indicated by the presence of a biotinylated form, m^7^G-RNA had no such a product, reflecting specificity (Figure 3A). However, we noted that HEEB, only at high concentration (400 mM), reacted with m^7^Gppp-RNA, yielding an upper band in the gel (Figure 3B). Although we used 100 mM HEEB for the subsequent ONE-seq experiments, we worried that, biotinylated m^7^Gppp-RNA, even at low level, would cause false-positive signals.

**Figure 2.**
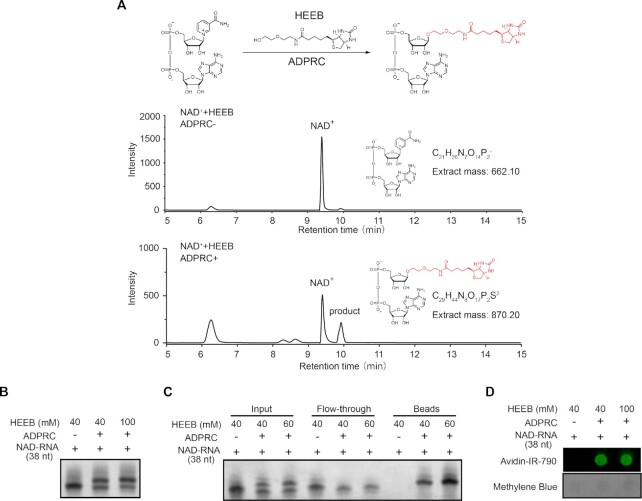
The feasibility of one-step chemo-enzymatic reaction. (**A**) HPLC spectra confirm a product corresponding to the biotinylated NAD-derived structure. Top panel: chemical reaction between NAD molecule and HEEB; middle panel: HPLC spectrum of NAD, and bottom panel: HPLC spectrum of HEEB-reacted NAD. (**B**) HEEB reacts with NAD-RNAs (38 nt) in an ADPRC-dependent manner, as evidenced by the accumulation of an upper band in the TBE-UREA gel. (**C**) Biotinylated NAD-RNAs (38 nt) are retained on streptavidin beads, with the lower band of non-biotinylated form being discarded with flow-through. (**D**) Biotinylation is detected by Avidin-IR-790, an avidin-conjugated fluorophore. Methylene blue indicated loading control for the dot blot.

**Figure 3.**
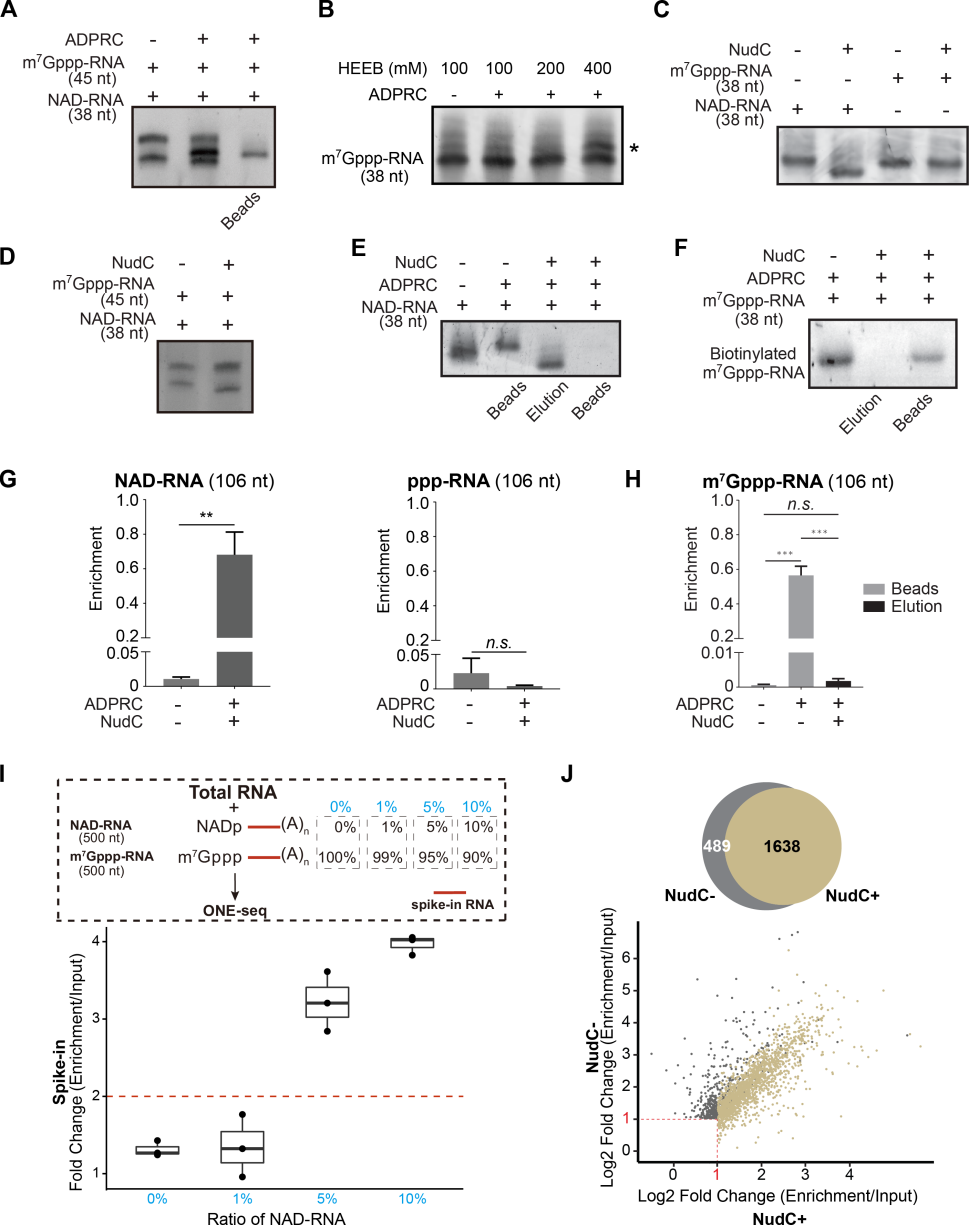
The validation of ONE-seq. (**A**) HEEB reacts with NAD-RNA (38 nt), but not m^7^Gppp-RNA (45 nt), to yield a biotinylated form. (**B**) HEEB, only at high concentration (400 mM), reacts with m^7^G-capped RNA (38 nt), as evidenced by an upper band in the TBE-UREA gel (marked by asterisk). (**C**) NudC can de-cap NAD-RNA (38 nt), but not m^7^G-capped RNA (38 nt), as shown by a lower-sized band corresponding to the de-capped product in the TBE-UREA gel. (**D**) In the same reaction, NudC was able to selectively de-cap NAD-capped (38 nt) but not m^7^G-capped RNA (45 nt). (**E**) NudC-mediated de-capping elutes NAD-RNA (38 nt) from streptavidin beads. (**F**) NudC cannot elute biotinylated m^7^G-RNA (38 nt) from the streptavidin beads. (**G**) qRT-PCR analysis shows that NAD-RNA (106 nt), but not ppp-RNA (106 nt), can be enriched by ONE-seq. (**H**) qRT-PCR analysis shows that streptavidin beads bound HEEB-reacted m^7^G-capped RNA (106 nt) cannot be eluted by NudC (Two-tailed Student's *t* test: ***P < 0.001; **P < 0.01; *n.s*., not significant). (**I**) RNA-seq experiment of spike-in RNAs determines the sensitivity of ONE-seq. Top panel: schematic workflow of total RNAs and polyadenylated spike-in RNAs that had different ratios of NAD-RNA (500 nt). Two spike-in RNAs with identical sequence (500 nt) but have either NAD or m^7^G-cap, followed by polyA tails are used; bottom panel: fold change of normalized read counts from spike-in RNA between enrichment and input samples in different ratios of NAD-RNA. Total RNAs were from liver tissues of 18-month mice. The nominal ratios of NAD-RNA were highlighted in blue. (**J**) Epitranscriptome assessment of NudC to minimize the noise of m^7^G-RNAs. Two-fold enrichment of read counts was used as the cutoff. Standard ONE-seq identified 1,638 NAD-RNAs, while 489 false-positive NAD-RNAs were found without the use of NudC, presumably derived from m^7^G-capped RNAs. Total RNAs were from liver tissues of 12-month mice.

### The efficacy of NudC

We evaluated the efficacy of NudC. Our rationale lies at the fact that NudC can cleave the pyrophosphate group of NAD-RNA, while being inactive to the m^7^G cap that comprises triphosphate moiety. As noted, NudC has been previously used by the CapZyme-seq method to study the global profile of NCIN-capped RNAs from total RNA extract (34). However, CapZyme-seq cannot specifically identify NAD-RNAs *in vivo* (34). Moreover, studies reported non-specific activity of NudC on m^7^G-RNA in the presence of Mn^2+^ and upon prolonged incubation (35,36); we therefore performed NudC without Mn^2+^ and within 30 min of treatment. We designed different spike-in RNAs to assess the performance of NudC treatment.

First, 38 nt RNA oligos with either NAD or m^7^G-cap were tested. NudC was able to de-cap NAD-RNA (38 nt) but not m^7^Gppp-RNA (38 nt) as shown by a lower-sized band corresponding to the de-capped product (Figure 3C). We further subjected a mixture of NAD-RNA (38 nt) and m^7^Gppp-RNA (45 nt) to the same reaction. The result clearly showed that NudC was able to selectively de-cap NAD-capped (38 nt) but not m^7^G-capped RNA (45 nt) (Figure 3D). We tested the ability of NudC to elute biotinylated RNAs bound by streptavidin beads. To ensure complete elution, we first used biotin to replace all bound RNAs from the streptavidin beads, followed by NudC treatment. Then we re-applied high-capacity streptavidin beads to capture biotinylated-RNAs that were resistant to NudC treatment. At this step, contaminating m^7^G-RNAs that remain biotinylated are retained on the beads, while decapped NAD-RNAs are eluted. Treatment by NudC efficiently eluted RNAs derived from NAD-capped (38 nt) but not m^7^Gppp-capped forms (38 nt) from streptavidin beads (Figure 3E and F). A control experiment corroborated that m^7^Gppp-RNA (38 nt), but not NAD-RNA (38 nt) was sensitive to yDcpS treatment, a decapping enzyme that hydrolyzes the triphosphate linkage of m^7^G-capped RNA (Supplementary Figure S2A).

Second, we generated three groups of 106 nt synthetic RNA as spike-ins (i.e. ppp-RNA without a cap, NAD-capped RNA, and m^7^G-capped RNA (m^7^Gppp-RNA), respectively). HEEB reacted with NAD-RNA (106 nt) and m^7^Gppp-RNA (106 nt), but not ppp-RNA (106 nt), resulting in a band retained by the streptavidin beads (Supplementary Figure S2B). We subjected total RNA extract mixed with spike-in RNA to ONE-seq experiment, followed by qRT-PCR. NAD-RNA (106 nt), in an ADPRC-dependent manner, were robustly and significantly enriched compared to ppp-RNA (106 nt) (Figure 3G). In the presence of ADPRC, m^7^Gppp-RNA (106 nt) could be detected on streptavidin beads; treatment of NudC, however, found no evidence to elute m^7^Gppp-RNA (106 nt) (Figure 3H).

Third, we synthesized two long RNA spike-ins with identical sequence (500 nt) but had either NAD or m^7^G-cap, followed by polyA tails. Presumably, endogenous transcripts may contain both NAD and m^7^G-capped forms, though the percentage may differ for particular genes. The rationale of this design is to mimic endogenous genes that have either low (0% or 1%) or relatively high (5% or 10%) NAD modification. Total RNAs were mixed with spike-ins that had different ratios of NAD-RNA and m^7^G-RNA. The sample that contained 100% m^7^G-RNA spike-in represented a gene with no NAD capping, which allowed the assessment of the specificity of ONE-seq platform. Other samples that contained 1%, 5%, and 10% of NAD- relative to m^7^G-RNA spike-ins were used to determine the capture sensitivity. We subjected 100 μg total RNA from mouse livers mixed with 1 ng spike-in RNA to ONE-seq experiment, followed by polyA-selected RNA sequencing. 

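For each of the 4 mixtures (0%, 1%, 5% and 10% NAD-RNA, the remainder m7G-RNA), 3 input and 3 enrichment libraries were sequenced from livers of 18-month-old mice, 24 libraries in all. The authors mapped the reads to GRCm38, counted read pairs per gene with featureCounts, and deposited these counts, with that of the spike-in RNA, without normalization. Between 3694383 and 10277863 read pairs were counted per library, with a median of 7822824. The smallest value that these depths could show, 3 counts, lay between 0.292 and 0.812 cpm (counts scaled to a common library total). Such floors, like the confidence intervals given for shares, cover counting error only, because reads without molecular identifiers are not independent molecules. The cpm values were scaled by edgeR's TMM method over all 24 libraries, with factors from 0.763 to 1.23. The enrichment of the spike-in RNA was the ratio of its value in the enrichment library to that in the input library with the same replicate number. In addition, edgeR's quasi-likelihood model, with a term for each percentage and library type, was fitted to the spike-in RNA and the 14849 endogenous genes with zero counts in no more than 25% of the libraries. Its p-values are two-sided and were adjusted over these genes by the Benjamini-Hochberg method. Whether libraries with the same number belong together was checked after centring each group. Across genes, input and enrichment libraries of one percentage had a mean correlation of 0.269 when their numbers matched and -0.135 when they did not. Input libraries of different percentages correlated at 0.435 and -0.215, respectively.

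The mixtures fell into a pair of sets in their endogenous counts. Between the input libraries of 0% and 5% NAD-RNA and those of 1% and 10% NAD-RNA, 151 of the 14849 genes differed at least 2-fold and 33 at least 4-fold. The other ways of pairing the mixtures gave 1 and 4 genes at 2-fold and 0 at 4-fold. Values of 1504 genes (10.1%, where chance gives 0.216%) did not overlap between the sets, against 5 and 10 genes in the other pairings. Nnt, chosen after its values were seen, had from 5 to 12 input counts at 0%, from 3 to 5 at 5%, from 752 to 985 at 1% and from 1008 to 1057 at 10% NAD-RNA. A comparison of 1 mixture of each set is thus also a comparison of the sets.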

In the sample mixed with 100% m^7^G-RNA spike-in, we found no enrichment (Figure 3I). 

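The ratio of the spike-in RNA in the mixture of 100% m7G-RNA was 1.45, 1.99 and 1.75 in replicates 1 to 3, a mean of 1.73 ± 0.27 (SD, n = 3). The value in the enrichment library was above that in the input library in all 3 replicates and reached 2-fold in 0 of them. edgeR's log2 fold change was 0.78 (SE 0.22, adjusted p = 0.0095). With the replicate number as a block it was 0.78 (SE 0.19, adjusted p = 0.0053). Scaling moved this result most. With library size alone in place of TMM factors, the mean ratio was 1.31 and the log2 fold change 0.39 (adjusted p = 0.086). That scaling also placed the median of all endogenous genes, over the mixtures together, at -0.50 instead of -0.05. Of the endogenous genes with an adjusted p under 0.05, 23.3% were then higher in enrichment than in input instead of 47.7%. Across the 3 fits that each left out 1 replicate, the log2 fold change lay between 0.67 and 0.90, and the adjusted p of the fit without replicate 2 was 0.198.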

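In the 3 input libraries of the mixture of 100% m7G-RNA, the spike-in RNA took between 0.0211% (95% Wilson interval 0.0201 to 0.0221) and 0.0246% (0.0236 to 0.0256) of all counts. Its mean of 187 ± 17.3 cpm (SD, n = 3) was above that of 97.1% of the 20464 endogenous genes with at least 1 count in these libraries, leaving 589 genes at or above it. In single libraries, each taken over the genes with counts in it, the percentage lay between 96.5% and 96.9%. Dividing cpm by transcript length in kilobases, with merged exons as the length of a gene, changed this result most and gave 99.4%, with 121 genes at or above the spike-in RNA.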

As demonstrated by sequence read count, the amount of spike-in RNA exceeded 99% of endogenous mRNA transcripts from mouse livers (Supplementary Figure 4A), representing an abundant transcript in the transcriptome. This evidence highlights the specificity of ONE-seq, which can eliminate potential contamination from m^7^G-capped transcripts that are highly expressed. 

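With 1% NAD-RNA, the ratio of the spike-in RNA was 2.72, 1.96 and 1.19 in replicates 1 to 3, with a mean of 1.96 ± 0.77 (SD, n = 3), and a mean of 1.38 with library size alone. By edgeR, the log2 fold change was 1.00 (SE 0.22, adjusted p = 0.0031), 0.89 (SE 0.19, adjusted p = 0.0053) with the replicate number as a block, and 0.49 (adjusted p = 0.037) with library size alone. Leaving out replicate 1 gave a log2 fold change of 0.67 (adjusted p = 0.134), and leaving out replicate 2 gave 1.01 (adjusted p = 0.168). The replicate with the lowest ratio was also the one whose enrichment library kept most of its mitochondrial genome RNA, with a log2 ratio to input of -0.07 against -2.59 and -2.02 in replicates 1 and 2. From 0% to 1% NAD-RNA, the mean log2 ratio rose by 0.11 (exact two-sided permutation test, p = 0.9, also after adjustment over the 6 comparisons between mixtures). This rise is smaller than the spread between replicates, and the smallest p that 3 replicates against 3 allow is 0.1. These mixtures belong to different sets of libraries.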

In the sample that contained 1% of NAD-capped forms, the enrichment was low and variable (Figure 3I), suggesting that ONE-seq might not be sensitive enough to capture low-degree NAD modification for particular transcripts. In contrast, when NAD-capped forms accounted for 5% or 10% of the spike-in transcript, the level increased up to 3.4-fold and 4-fold, respectively (Figure 3I), reflective of significant enrichment. This experiment provided an estimate of the stoichiometry of NAD versus m^7^G in the endogenous transcripts by leveraging spike-in RNAs with ascending ratios of NAD-capped forms. 

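At 5% NAD-RNA the spike-in ratio was 4.47 ± 0.77 (SD, n = 3) and at 10% NAD-RNA 6.14 ± 0.37 (SD, n = 3). All 6 ratios exceeded 2-fold, the lowest being 3.75 at 5% and 5.74 at 10%. The log2 fold changes by edgeR were 2.16 (SE 0.23, adjusted p = 2.2e-06) and 2.62 (SE 0.23, adjusted p = 4.6e-07), and blocking on the replicate number gave 2.15 and 2.62. Within the set of 0% and 5% NAD-RNA, the mean log2 ratio rose by 1.37, and within the set of 1% and 10% NAD-RNA by 1.73. Ratios of the 2 mixtures did not overlap in either set (exact two-sided permutation tests, p = 0.1, the smallest that 3 against 3 allow, and 0.12 adjusted over the 6 comparisons). From 5% to 10%, across the sets, the rise was 0.47 (exact p = 0.1, adjusted p = 0.12). These tests leave the replicate number aside. In replicates 1 to 3, the log2 ratios at 5% and 10% were 1.91 and 2.63, 2.40 and 2.52, and 2.13 and 2.70. Input libraries of the sets also differed in the spike-in RNA itself, with 187 ± 17.3 and 187 ± 5.42 cpm at 0% and 5%, and 267 ± 23.8 and 259.7 ± 15.8 at 1% and 10% (SD, n = 3).

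**Figure D1:**
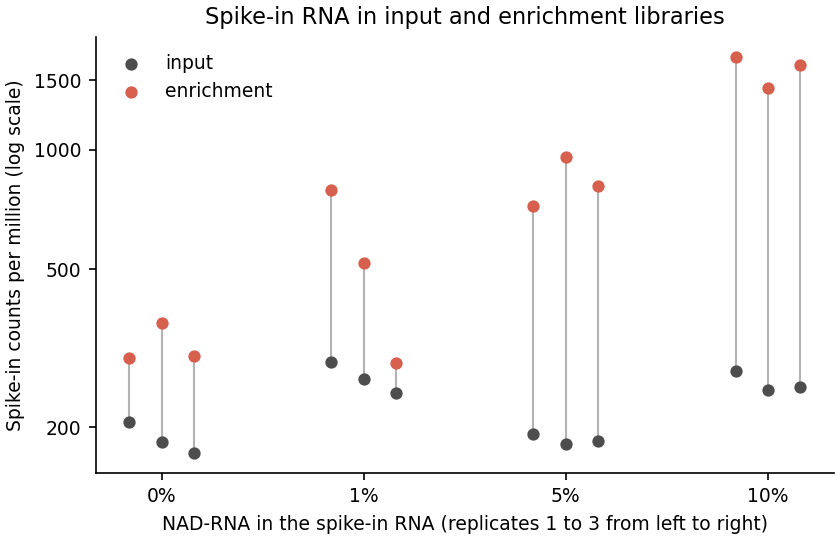
TMM-normalized cpm of the spike-in RNA (log axis) in input (grey) and enrichment (red) libraries at each percentage of NAD-RNA, a line joining the 2 libraries of each replicate. The lines lengthen from a mean ratio of 1.73 at 0% to 6.14 at 10%, and replicates differ most at 1%.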

As a result, we proceeded to set 2-fold enrichment, roughly reflecting 3% of NAD-capped form for a particular transcript, between ONE-seq and input as the cutoff for the identification of NAD-RNAs.

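A straight segment between the mean ratios at 1% and 5% NAD-RNA reached 2-fold at 1.07% NAD-RNA. Interpolated replicate by replicate, the percentage ranged from -1.83 to 2.02 (SD 2.00, n = 3). Library size alone, an alternative added after the data had been seen, moved the result most and gave 2.37%. A line fitted through all 4 mixtures gave 0.573%, and DESeq2's size factors gave 0.948%. The segment from 1% to 5% crosses the sets of libraries. Inside the sets, interpolation gave 0.488% between 0% and 5% NAD-RNA and 1.09% between 1% and 10%. From spike-in RNAs with ascending ratios of NAD-capped forms, the paper proceeds to 2-fold enrichment as the cutoff for NAD-RNAs, and states that it roughly reflects 3% of the NAD-capped form of a transcript.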

Fourth, we determined the noise-cancelling effect of NudC by comparative analysis of RNA-seq datasets. 

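The comparison used livers of 12-month-old mice and 8 libraries, namely 2 input and 2 enrichment libraries for the arm eluted with NudC and the same for the mock-treated arm. As for the spike-in mixtures, the authors deposited read-pair counts per gene without normalization. Of the gene identifiers, 55154 matched the GENCODE M21 annotation of GRCm38 and 181 did not. The libraries held between 7242321 and 8725646 counts, with a median of 7815705, and 3 counts corresponded to between 0.344 and 0.414 cpm. All genes of the mitochondrial genome had 0 counts in this table. A single edgeR quasi-likelihood model was fitted to the 4 groups over the 17325 genes that passed the zero filter, with TMM factors from 0.757 to 1.36. When 200 genes were changed 4-fold in 1 arm of counts simulated with the spread of these libraries and without their pairing, the model recovered 113 of them as changed in that arm and 3 as different between the arms, and DESeq2's Wald test 142 and 82. Unchanged genes were called as well, 7 and 3 by the model and 32 and 23 by DESeq2. The changed genes had a mean of at least 10 counts, and smaller changes were not simulated. The libraries of a replicate number belonged together. Deviations of input and enrichment libraries of 1 arm had correlations across genes of 0.771 in NudC- and 0.8287 in NudC+, and those of the input libraries of both arms at 0.888. Replicates 1 and 2 differed in liver-specific genes chosen after their values were seen: Mup7 had 23183 and 255 counts in the NudC- inputs, and Serpina1e 18540 and 1076.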

Total RNAs, after HEEB reaction, were captured by streptavidin beads, followed by either NudC-catalyzed elution (NudC+) or mock treatment (NudC-) (Supplementary Figure S3). polyA-selected RNA sequencing was performed. To pinpoint NAD-capped RNA, we set 2-fold enrichment of read counts as the cutoff (Supplementary Figure S3). 

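At this cutoff and an adjusted p under 0.05, 1620 NAD-RNAs were called in NudC- and 1329 in NudC+, of which 1185 were called in both. Called in NudC- alone were 435 genes, and in NudC+ alone 144. Testing against a 2-fold change instead of no change moved the calls most, to 622 in NudC- and 314 in NudC+. Library size alone as the scaling gave 803 in NudC-, 621 in NudC+ and 256 in NudC- alone. This scaling moved the median of all genes from -0.11 to -0.82 in NudC- and from -0.05 to -0.60 in NudC+. Among genes with an adjusted p under 0.05, the share higher in enrichment then fell from 59.9% to 17.4% and from 55.7% to 18.8%. DESeq2's Wald test gave 1959 and 1641, with 483 in NudC- alone, and 69.4% of the genes with an adjusted p under 0.05 in NudC- were higher in enrichment. With the replicate number as a block, 2302 and 2047 genes were called, 577 in NudC- alone. Leaving out 1 of 2 replicates allows no test, so genes at 2-fold or more were counted instead, 3429 in NudC- (3329 and 3603 without a replicate) and 3150 in NudC+ (3336 and 3418). Of the 1952 genes in the paper's NudC- list, 1590 were among the calls by edgeR and 1864 among those by DESeq2.

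Among called genes with a mean of at least 50 counts per enrichment library and a higher value in enrichment in both pairs, the largest fold changes in NudC- were those of Gm21738 (ENSMUSG00000095280, chromosome 14), Gm10800 (ENSMUSG00000075014, chromosome 2) and Gm10801 (ENSMUSG00000075015, chromosome 2). Their log2 fold changes were 6.49, 6.45 and 6.28 in NudC- (adjusted p = 0.0023, 0.0040 and 0.0056) and 2.81, 2.64 and 2.39 in NudC+ (adjusted p = 0.031, 0.066 and 0.092). With the replicate number as a block, edgeR gave them 2.87, 2.98 and 2.55 in NudC+ (adjusted p = 5.8e-12, 7.8e-31 and 2.8e-11). The arms then differed by 3.63, 3.47 and 3.74 (adjusted p = 6.9e-04, 5.7e-17 and 4.5e-05). With 2 pairs per arm, such small p-values rest largely on a spread estimated across genes, and do not measure the spread between livers. In NudC+ without the block, the largest fold changes were those of Gm11518, Gm14706 and Gm5457, with log2 fold changes of 4.12, 3.82 and 3.69.

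**Figure D2:**
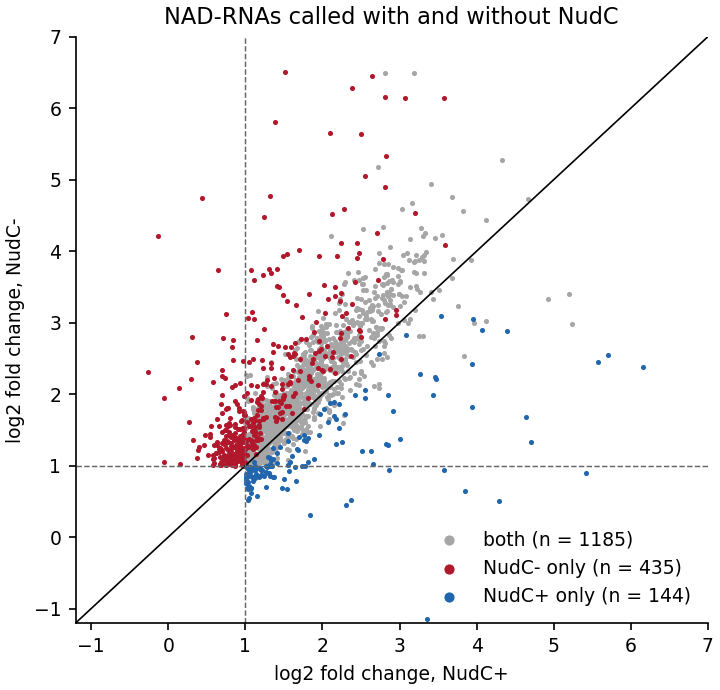
log2 fold changes of the genes called in either arm, NudC+ on the horizontal and NudC- on the vertical axis, dashed lines at 2-fold and a solid line at equality. The 435 genes called in NudC- alone (red) lie on both sides of the 2-fold line of NudC+.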

From mouse liver tissues, 1,952 NAD-RNAs were identified in the absence of NudC; however, the usage of NudC expelled 489 genes from the profile (Figure 3J and Supplementary Table S1). 

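The 435 genes called in NudC- alone were 26.9% of the 1620 NudC- calls (95% Wilson interval 24.8 to 29.1). Their median log2 fold change was 1.60 in NudC- and 0.99 in NudC+. In NudC+, 431 of them were above 0, 211 were at 2-fold or more, and 66 had an adjusted p under 0.05. The test against a 2-fold change moved the percentage most, to 51.3%. The difference in enrichment between the arms was also tested for each gene. By edgeR, 0 genes had an adjusted p under 0.05 and 279 had an unadjusted p under 0.05, where 866 of 17325 would by chance. DESeq2's Wald test also gave 0, with 128 unadjusted. With the replicate number as a block, 1261 genes had an unadjusted p under 0.05 and 71 an adjusted one, 65 of them with higher enrichment in NudC- and 6 in NudC+, and 9 of the 435 genes were among the 71. These tests rest on 2 pairs of libraries per arm. From the genes that were called without NudC and not with it, the paper proposes that NudC treatment reduces false positive hits, presumably derived from m7G-capped RNAs.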

As a result, NudC treatment may contribute by roughly reducing 25% of the false positive hits presumably derived from m^7^G-capped RNAs.

### Epitranscriptome-wide analysis of NAD-RNAs by ONE-seq

We tested the utility of ONE-seq. 

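Liver RNA of 4 young (2-month) and 4 aged (18-month) mice was sequenced as input and after enrichment, 16 libraries in all. The files hold the authors' counts of read pairs per gene for the same gene identifiers as the NudC libraries, without normalization. Over the 15636 genes that passed the zero filter, 1 edgeR quasi-likelihood model was fitted to the 4 groups, with TMM factors from 0.780 to 1.24. In simulated counts with 200 genes changed 4-fold in young livers, this model recovered 195 of them in young livers (with 8 unchanged genes called) and 179 as a difference between the ages. The changed genes had a mean of at least 10 counts. Changes smaller than 4-fold were not simulated, so their recovery is not known. For values per animal, each enrichment library was set against the input library with its replicate number. The deviations of both libraries from their group means correlated across genes at 0.536 in young and 0.472 in aged livers when the numbers matched, and at -0.168 over both ages when they did not.

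The input libraries of the ages differed widely. Values of 4594 of the 15636 genes (29.4%, where chance gives 2.86%) did not overlap between young and aged input, and 1514 genes differed at least 2-fold. Genes of the circadian clock were among them. Dbp was higher in young input by 6.87 on the log2 scale and Usp2 by 4.49, and the young minus aged difference was -5.37 for Npas2 and -4.49 for Arntl. These genes were chosen after the values of Dbp and Npas2 had been seen. Apart from Dbp and Npas2, 11 clock genes were listed, Usp2 and Arntl among them. All 11 lay on the side of Dbp or Npas2 that their daily phase gives. Each difference had an exact two-sided permutation p of 0.0286, the smallest that 4 animals against 4 allow. Enrichment was always taken against the input of the same age.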

We profiled NAD-RNAs from mouse liver tissues of young (2-month) and aged (18-month) cohorts. 

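Between 9149931 and 14953661 read pairs were counted on genes per library, with a median of 11394991. The medians were 9930974.5 in young input, 11728644.5 in aged input, 11988400 in young enrichment and 12329205.5 in aged enrichment. At these depths, 3 counts made between 0.201 and 0.328 cpm. Genes with at least 1 count numbered from 16715 to 18826 per library. The 10 genes with the most counts took a mean of 21.9% of the counts in young input and 15.9% in aged enrichment, the extremes of the 4 groups.

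**Figure D3:**
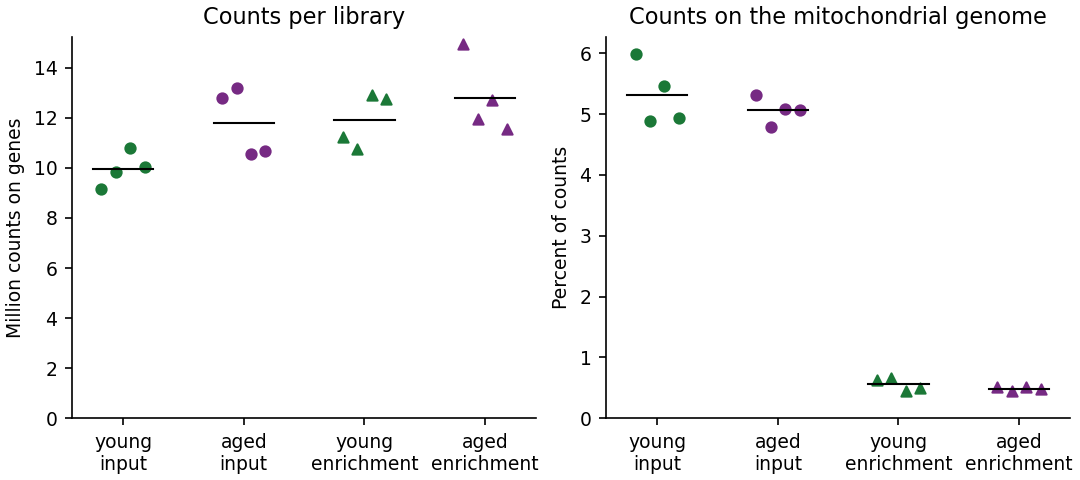
Counts on genes (left) and the percentage of counts on the mitochondrial genome (right) of each library, grouped by age and library type, lines at group means. Young input has the fewest counts, and enrichment libraries of both ages lie below 1% on the mitochondrial genome.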

After quality control, we obtained in average ∼12.3 million high-quality and uniquely mapped sequencing read pairs from each library (Supplementary Figure S4B). 

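For each library, the number of genes with more than 10 counts that random thinning to fixed percentages of its counts would leave on average was computed. At full depth, 12369.8 ± 470 genes (SD, n = 16 libraries) passed. With 60% of the counts, 92.1% of these numbers were reached (from 91.1% to 93.3% across libraries), with 80% of the counts 96.6%, and with 90% of the counts 98.4%. With 10% of the counts, 56.7% were reached.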

Assessment of datasets corroborated that sequencing saturation has been reached (Supplementary Figure S4C). 

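On variance-stabilized counts of all 15636 genes (DESeq2's vst), the first principal component held 45.9% of the variance and the second 28.1% (SD 0.53 and 0.43 over the 16 sets that each left out 1 library). Input libraries lay between -54.6 and -41.0 on the first component and enrichment libraries between 38.7 and 64.5. The second separated the ages, with young libraries between -43.6 and -32.9 and aged libraries between 30.3 and 44.1. The nearest neighbour over all genes was a library of the same group for 16 of 16 libraries. Mean distances within groups ranged from 47.6 in aged input to 69.9 in young enrichment, and between groups from 90.2 (young and aged input) to 137 (aged input and young enrichment). Restricting the genes to the 500 most variable moved the shares most, to 61.0% and 30.3%.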

Principal component analysis (PCA) illustrated that the biological replicates of each sample type clustered together, reflecting high reproducibility of the experiments (Supplementary Figure S4D). We proceeded to set 2-fold enrichment of read counts as the cutoff, which led us to identify 2017 and 1820 NAD-RNAs from young and aged animals, respectively (Supplementary Table S2). 

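By edgeR, 2038 NAD-RNAs were called in young and 1805 in aged livers at a fold change of at least 2 and an adjusted p under 0.05. Both ages shared 1423 of them, 615 were called in young and 382 in aged livers alone. Testing against a 2-fold change moved these counts most, to 827 and 693. Library size alone gave 885 and 714, with the median of all genes at -0.38 and -0.39 instead of 0.00 and -0.01, and 28.4% and 27.0% of the genes with an adjusted p under 0.05 higher in enrichment instead of 49.8% and 48.9%. DESeq2's Wald test gave 2099 and 1896 calls. Blocking on the replicate number gave 2047 and 1800, of which 1992 and 1764 were shared with the calls without the block. With 1 animal left out at a time, the counts lay between 1876 and 1990 in young and between 1674 and 1749 in aged livers. Of the 1805 aged NAD-RNAs, 1732 were also tested among endogenous genes of the spike-in libraries, where 1195 of them (69.0%) were called.

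Of the 78 genes that the paper names or shows by symbol, 77 were matched and tested, and 69 of these were called in young and 61 in aged livers. Of the called genes with a mean of at least 50 counts per enrichment library and a higher value in enrichment in every pair, the largest in young livers were Gm11223 (ENSMUSG00000046341, chromosome 4), Cyp3a11 (ENSMUSG00000056035, chromosome 5) and Lst1 (ENSMUSG00000073412, chromosome 17), with log2 fold changes of 3.21, 3.10 and 3.07. Gm11189, Cyp3a11 and Taf13 led in aged livers with 2.92, 2.83 and 2.78.

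Among the genes of Fig. 4D, Akr1c13 (ENSMUSG00000021213) lies on chromosome 13 of GRCm38 from 4191150 to 4205596. Its log2 fold change was 2.58 (SE 0.11, adjusted p = 1.9e-13) in young and 2.56 (SE 0.11, adjusted p = 2.5e-13) in aged livers. Prxl2b, listed in the annotation as Fam213b (ENSMUSG00000029059, chromosome 4), had 2.72 and 2.60, and Med17 (ENSMUSG00000031935, chromosome 9) had 2.51 and 2.35. Atp5k (ENSMUSG00000050856, chromosome 5) was called in young livers at 1.12 (SE 0.26, adjusted p = 7.8e-04) but not in aged livers, where it had 0.32 (SE 0.25, adjusted p = 0.30, and -0.06 with library size alone). The difference between the ages had an unadjusted p of 0.037 and an adjusted p of 1.0. Neither Serpina1e (ENSMUSG00000072849, chromosome 12; -1.31 and -1.10) nor Fgb (ENSMUSG00000033831, chromosome 3; 0.20 and 0.28) was called at either age. With library size alone Fgb had -0.18 and -0.11.

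**Figure D4:**
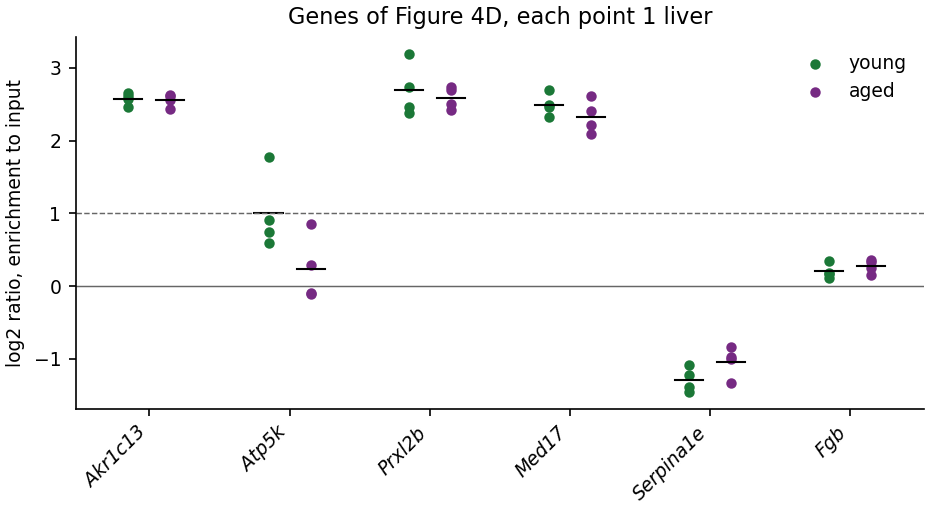
log2 ratio of enrichment to input in each liver for the genes of Fig. 4D, young in green and aged in purple, short lines at the means and a dashed line at 2-fold. Akr1c13, Prxl2b and Med17 lie above 2-fold in all livers, Serpina1e and Fgb below it, and Atp5k on both sides.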

Notably, similar distributions of read counts along gene bodies were shown between mRNA transcriptome (input) and NAD epitranscriptome (ONE-seq) (Supplementary Figure S4E), suggesting comparable integrity of transcripts between m^7^G and NAD-capping.

### Validation of NAD-RNAs by boronic acid

We validated newly identified NAD-RNAs by an ADPRC-independent method. To do this, we applied boronic acid beads. Our rationale lies at the fact that boronyl groups of boronic acid can form relatively stable complexes with 1,2-*cis* diols, occurring naturally at the 3′-end of RNA, as well as in the 7-methylguanosine of m^7^G-cap and the nicotinamide riboside of NAD-cap (37–39). Inspired by previous assays (37,38), we devised a qRT-PCR strategy to specifically capture NAD-RNA (Figure 4A). First, yDcpS is used to remove 7-methylguanosine at the 5′-end of m^7^G-RNA, while nicotinamide riboside of NAD-cap remains intact. Second, an RNA adaptor that contains a 2′,3′-dideoxycytidine (ddC) at the terminal is ligated to the 3′-end of RNA, such that the vicinal-diol moiety of the ribose at the 3′-end of RNA no longer exists. At this step, affinity binding can only occur between the boronyl group from boronic acid and 1,2-cis diols from the nicotinamide riboside of NAD-cap. Importantly, we perform reverse transcription using an adaptor-specific primer to harvest RNAs with 3′end blocker, thereby abolishing false signals from boronate binding of RNAs that are not properly ligated with adaptor. Consequently, only RNA transcripts that contain NAD-cap can be selectively enriched by boronate affinity.

**Figure 4.**
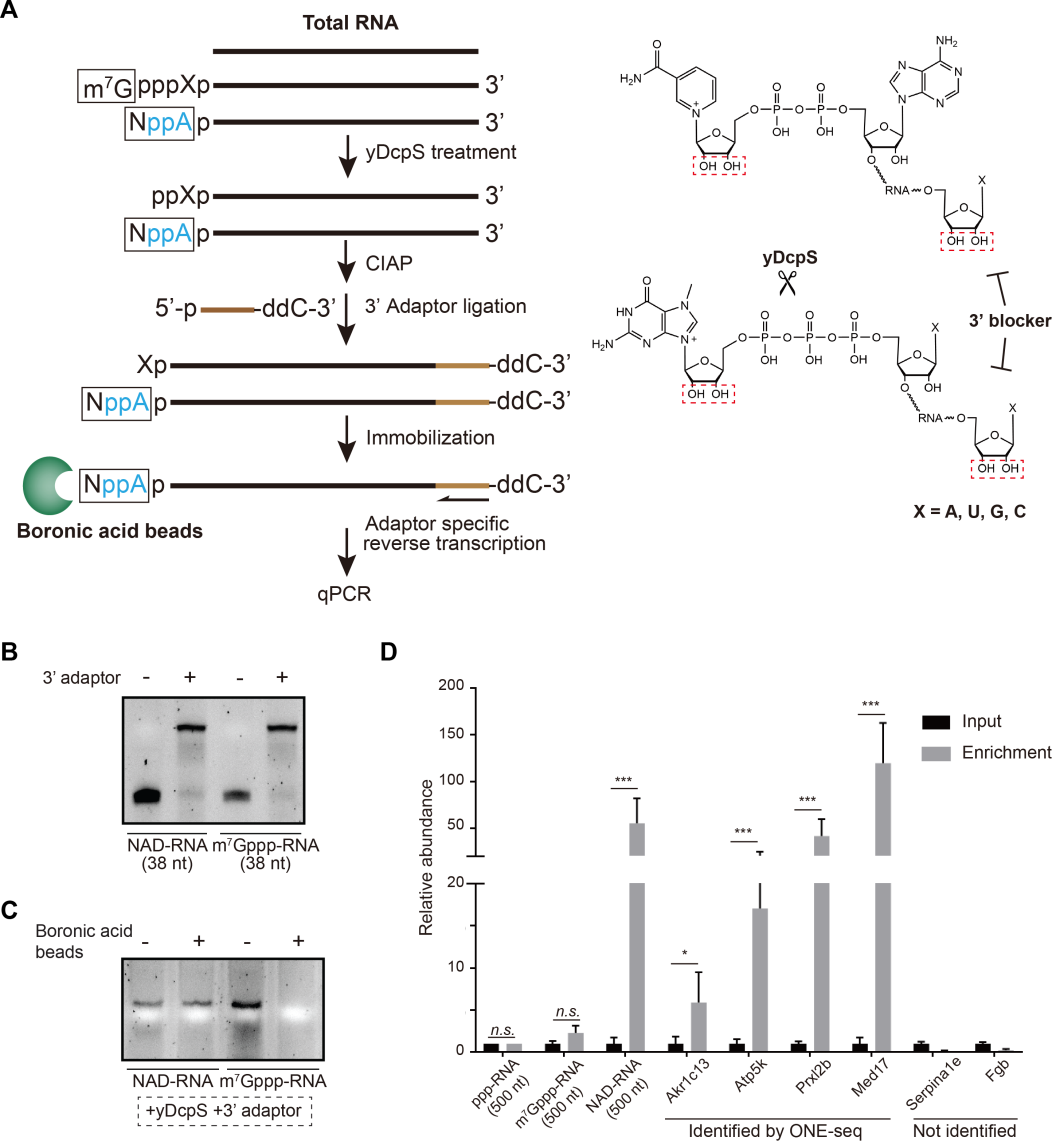
Validation of NAD-RNAs by boronate affinity, an ADPRC-independent method. (**A**) The workflow of boronic acid beads-based validation strategy (left panel). In the presence of yDcpS, 7-methylguanosine of the m^7^G-cap was removed. Prior to 3′-end ligation, RNAs were treated with CIAP to remove 5′-terminal phosphate. Adapters with 2′,3′-dideoxycytidine (ddC) were ligated for blockage of the *cis*-diols moiety at the 3′-end of RNA. At this step, affinity binding can only occur between the boronyl group from boronic acid and 1,2-cis diols from the nicotinamide riboside of NAD-cap. Adaptor specific reverse transcription, followed by gene-specific qPCR, was performed to assess the NAD modification. In the right panel, 1,2-cis diols were highlighted in red dash rectangles. (**B**) Ligation of 3′adaptor resulted in the appearance of upper bands. (**C**) NAD-RNA, but not m^7^Gppp-RNA RNA oligos, were retained by boronic acid beads, after yDcpS treatment and 3′-adaptor ligation. (**D**) Assessment of gene-specific NAD-capping by qRT-PCR. Based on boronic acid beads, Akr1c13, Atp5k, Prxl2b, and Med17 identified by ONE-seq as well as Serpinale and Fgb not identified by ONE-seq were examined. (Two-tailed Student's *t* test: ***P < 0.001, *P < 0.01; n.s., not significant).

As shown in Supplementary Figure S2A, yDcpS treatment specifically de-capped m^7^G, but not NAD, from RNA oligos (38 nt). In the presence of RNA ligase, 3′adaptor was efficiently ligated to the spike-in RNAs (38 nt), yielding an upper band in the gel (Figure 4B). Upon these treatments, we showed the evidence that NAD-capped, but not m^7^G-capped RNA oligos, were retained by boronic acid beads (Figure 4C). We then extended this strategy to the total RNA extracts from mouse livers mixed with three long spike-in RNAs (ppp-RNA and m^7^Gppp-RNA as negative controls, NAD-RNA as positive control) that were designed with different sequences. This experiment clearly demonstrated that NAD-RNA (500 nt) spike-ins, but not ppp-RNA (500 nt) and m^7^Gppp-RNA (500 nt), were selectively and significantly enriched by boronic acid beads (Figure 4D). We proceeded to successively validate the NAD-capping for four endogenous transcripts, Akr1c13, Atp5k, Prxl2b, and Med17, as identified by ONE-seq (Figure 4D). In contrast, two genes that were not identified by ONE-seq, Serpinale and Fgb, showed no enrichment by boronic acid beads (Figure 4D). Combined, this ADPRC-independent validation corroborated newly identified NAD-RNAs, supporting the notion that ONE-seq, an ADPRC-dependent method, enables robust and efficient identification of NAD-RNAs.

### Characterization of NAD-RNAs from mouse livers

We characterized newly identified NAD-RNAs from mouse livers by ONE-seq. We extracted top 100 most abundant transcripts from input dataset and examined their relative enrichment. This analysis found no evidence of positive correlation, indicating that NAD capping might not be simply incidental events that are proportionally correlated with transcript abundance (Figure 5A). 

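Across the 100 genes with the highest mean TMM-normalized count in young input, log2 fold change and log2 abundance had a Pearson r of -0.259 (permutation test, two-sided, p = 0.0098) and a Spearman rho of -0.217 (permutation p = 0.029). The regression slope was -0.31 and R squared 0.0669. Genes are not independent replicates, so these p-values describe the set of genes only. Of the 100 genes, 28 were NAD-RNAs in young livers and 59 had a log2 fold change above 0, within a range of -3.71 to 3.10. Abundance is the input and also the denominator of the fold change. When abundance came from input replicates 1 and 2 and the fold change from replicates 3 and 4, r was -0.283. With the 50 most abundant genes r was -0.278 (permutation p = 0.051), with 200 genes -0.204, and over all 15636 tested genes, the choice that moved it most, -0.050. The most abundant genes were Alb, mt-Co1 and Apoe, of which mt-Co1 had the lowest fold change of the 100.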

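By the gene types of GENCODE M21, 1608 of the 2038 NAD-RNAs of young livers were protein-coding (78.9%, 95% Wilson interval 77.1 to 80.6), 263 were pseudogenes (12.9%, 11.5 to 14.4) and 165 non-coding RNAs (8.10%, 6.99 to 9.36), and 2 were not in the annotation. In aged livers the numbers were 1456, 209, 139 and 1. Of all 15636 tested genes, 84.6% were protein-coding and 8.15% pseudogenes. Relative to the other tested genes, the odds of a call were 1.84 times as high for pseudogenes in young livers and 1.57 times in aged livers (two-sided Fisher's exact tests, adjusted p = 2.0e-14 and 2.1e-07 over 8 tests). By the same exact tests, they were 0.638 and 0.731 for protein-coding genes (adjusted p = 9.4e-13 and 4.0e-06), and for non-coding RNAs 1.16 and 1.09 (adjusted p = 0.14 and 0.51). Named pseudogenes and the parent genes in their names were not independent, with a Spearman rho of 0.765 between their log2 fold changes in young livers (179 pairs, permutation p = 1e-05, the smallest that the permutations allow).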

In mouse livers, NAD capping mostly occurred on protein-encoding genes, but also extended to non-coding RNAs and pseudogenes (Figure 5B and C). 

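All 19 autosomes and the X chromosome carried NAD-RNAs at both ages. The share of tested genes that was called ranged from 9.80% (chromosome 18) to 15.4% (chromosome 16) in young and from 7.79% (chromosome 18) to 13.8% (chromosome 1) in aged livers. These shares did not differ between chromosomes by more than chance (permutation chi-square p = 0.60 and 0.30). On the Y chromosome, 6 genes were tested and 0 called. With the call rate of all genes, 0 calls among 6 genes had a probability of 0.433 in young and 0.479 in aged livers, so a lower rate on the Y chromosome was not detectable. On the mitochondrial genome, 0 of 27 tested genes were called, with a probability of 0.0230 and 0.0363, respectively.

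**Figure D5:**
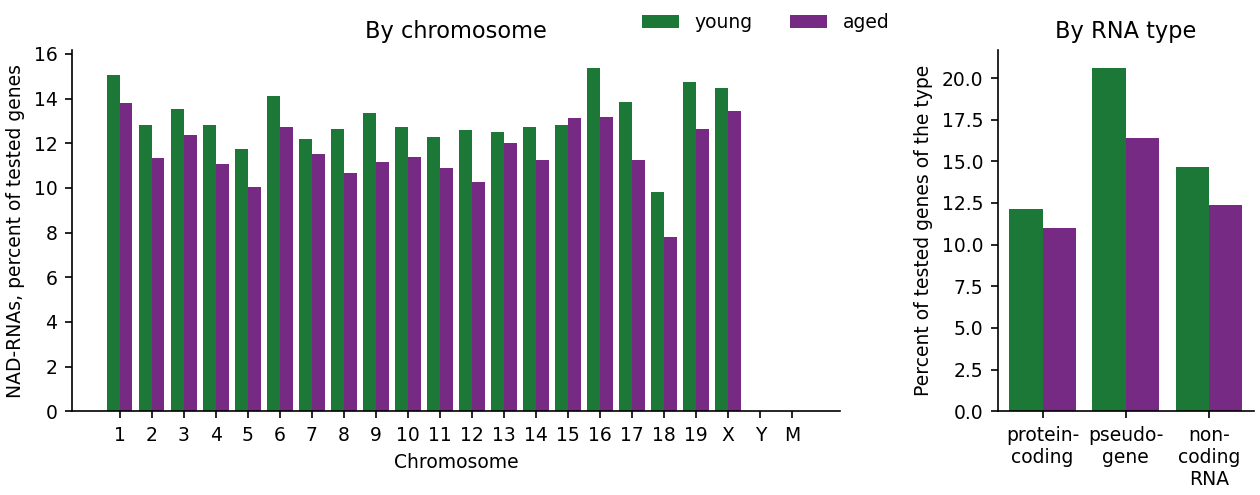
NAD-RNAs as a percentage of the tested genes of each chromosome (left) and of each RNA type (right), young in green and aged in purple. Bars are missing for Y and M, where 0 genes were called, and pseudogenes have the highest percentage of the 3 types.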

NAD-RNAs were shown to be derived from genes localized on autosomes and X chromosomes, but not from the Y chromosome and the mitochondrion genome (Figure 5D). By dividing NAD-RNAs into 10 deciles based on enrichment, we observed that shorter genes tended to have increased modification of NAD (Figure 5E). 

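Merged exon length, from GENCODE M21, and log2 fold change had a Spearman rho of -0.177 across 2036 young NAD-RNAs and of -0.151 across 1804 aged NAD-RNAs (permutation p = 1e-05 in both, the smallest that the permutations allow, two-sided, across genes that are not independent replicates). The median length fell from 2621 nt in the 10% of NAD-RNAs with the lowest fold change to 1706 nt in the 10% with the highest in young livers, and from 2787 to 1837 nt in aged livers. The relation was strongest when all 15624 tested genes with a length were taken, with a rho of -0.460 at both ages. With the genomic span of the gene as its length, rho was -0.104 and -0.0861, and among protein-coding NAD-RNAs -0.107 and -0.0963. Genes that were not called were longer, with medians of 4159 and 4129 nt against 2249 and 2309.5 nt for NAD-RNAs.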

Analysis of the splicing events revealed a higher ratio of intron retention in NAD-capped than those of non-NAD-capped mRNA transcripts (Figure 5F). Genome browser views illustrated the presence of intron read counts in mRNAs capped by NAD, whereas those introns were normally spliced in non-NAD capped forms (Figure 5G).

**Figure 5.**
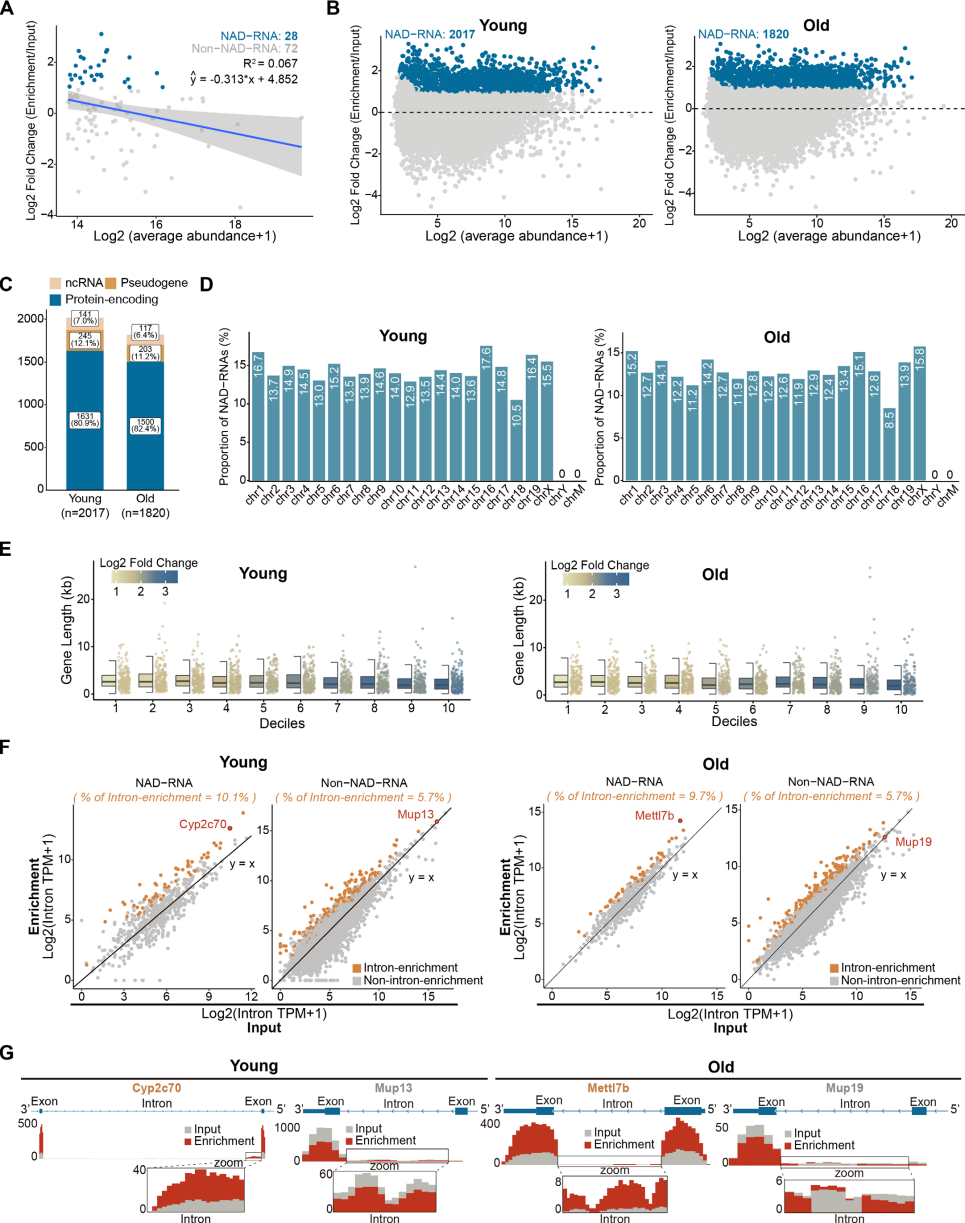
Epitranscriptome-wide profiling of NAD-RNAs by ONE-seq. (**A**) Scatter plots showing no positive correlation of the enrichment levels and transcript abundances among the top 100 abundant transcripts from livers of young mice (2-month). Blue dots represented the NAD-RNAs identified by ONE-seq. The blue line was the linear regression fits and grey shade area was the 95% confidence interval. (**B**) Scatter plots showing NAD-RNAs (blue dots) identified by ONE-seq in young (left panel) and aged (right panel) animals. Two-fold enrichment of read counts was used as the cutoff. 2017 and 1820 NAD-RNAs from young (2-month) and aged (18-month) mouse livers, respectively. Total RNAs were from mouse livers of indicated age. (**C**) NAD capping on different RNA types, with most occurrence on protein-encoding genes (blue), but also on non-coding RNAs (orange) and pseudogenes (yellow). (**D**) Chromosomal distribution shows that NAD-RNAs are derived from genes localized on autosomes and X chromosomes, but not from the Y chromosome and the mitochondrion genome. (**E**) From 10 deciles based on enrichment, genes with short length tend to have increased modification of NAD. (**F**) NAD-RNA tends to have higher ratio of intron retention than non-NAD capped forms. (**G**) Genome browser views illustrate the presence of intron read counts in select NAD-capped genes.

To gain functional insight, we performed pathways analysis on RNAs found to contain NAD-cap. We started by analyzing dataset from young mouse livers. 

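The genes that Fig. 6A shows by symbol come from the paper's own calls on these libraries, so their calls here are not an independent check. By the figure's groups, all 5 genes of the transcription machinery, all 6 transcriptional factors, all 3 histone genes and all 5 cell cycle genes were called at both ages. Of 5 DNA replication genes 5 were called in young and 4 in aged livers, of 5 epigenetic genes 5 and 3, and of 5 immune genes 5 and 4. Of these groups, Rpa3 (log2 fold change 0.90), Brdt (0.45), Dpy30 (0.76) and Il1rn (0.88) were not called in aged livers. Of the 6 genes of mitochondrial metabolism, 6 and 5 were called, Atp5k being the exception. The difference in enrichment between young and aged livers had an adjusted p under 0.05 for 0 of the 77 tested genes when all genes were adjusted together in the model without a replicate block, and for 1 gene, Ufc1, of the 6 genes of Fig. 7B when adjusted within them. Unadjusted, 5 of the 77 genes had a p under 0.05. By edgeR over all genes, Ufc1 passed with the replicate number as a block (adjusted p = 0.043) and Atp5k without the zero filter (adjusted p = 0.027).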

Analysis of biological processes and molecular pathways revealed that NAD-RNAs were mainly involved in DNA replication, transcription, cell cycle, metabolism, immune system, response to stimulus, and ribosome biogenesis (Figure 6A). In addition, genes linked to subcellular localization and function, such as those in nucleus and mitochondrion, were highly enriched.

**Figure 6.**
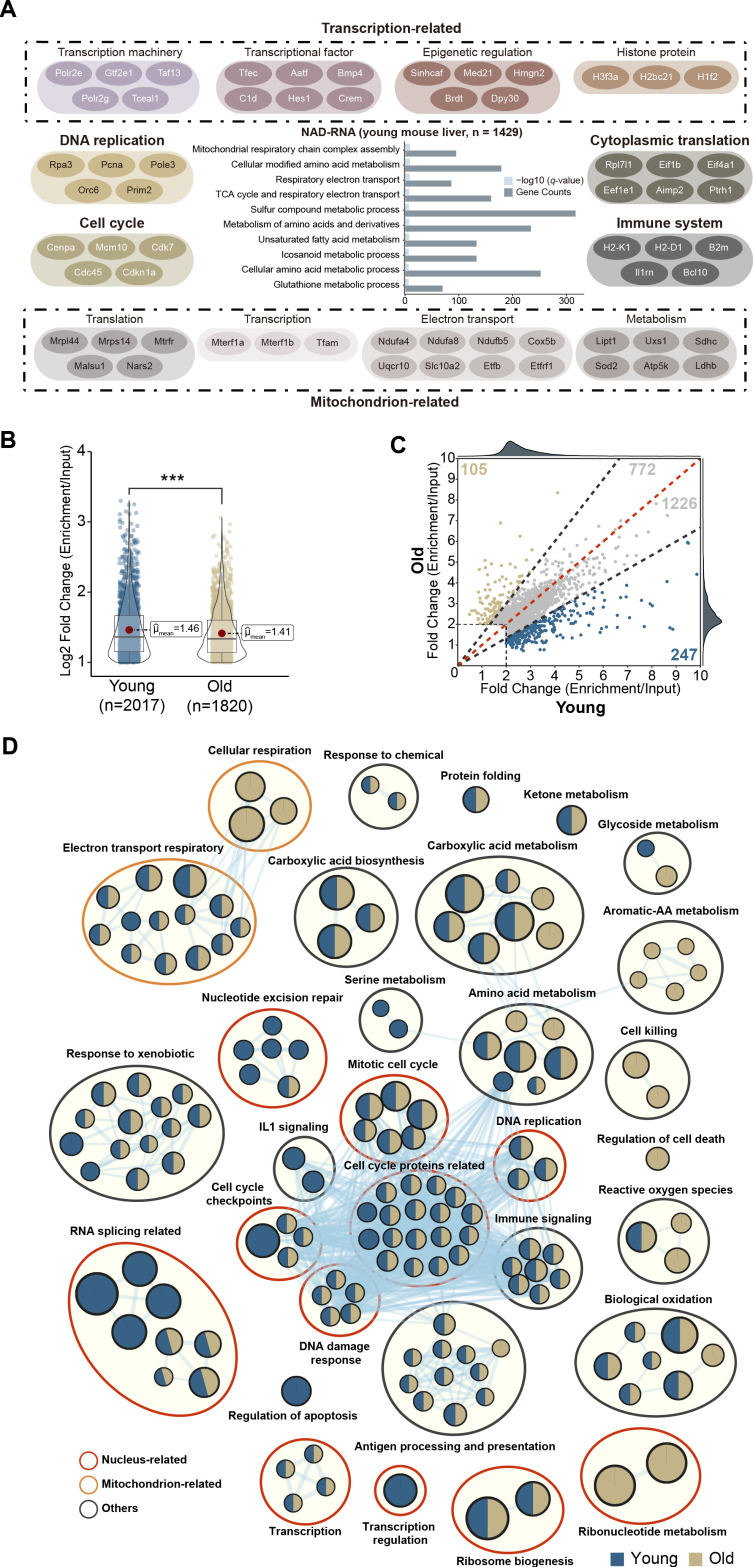
Age alters NAD-capped RNAs. (**A**) Pathway analysis reveals the biological processes of NAD-capped RNAs are mainly involved in DNA replication, transcription, cell cycle, metabolism, immune system, response to stimulus, and ribosome biogenesis. Grey dashed line in the bar plot indicates the 0.05 *q*-value cutoff. (**B**) Violin plot showing the global dynamics of NAD-RNAs during aging (***P < 0.001 by Wilcox rank-sum test). Both the number of RNAs that contain NAD-capped form and the global extent of capping become decreased in aged (18-month) compared to young (2-month) mouse livers. (**C**) Scatter plot of NAD-capped RNAs in young and aged mouse livers. Common NAD-RNAs were shown in grey. Specific NAD-RNAs were found in both young (2-month, blue) and aged (18-month, yellow) mouse livers. (**D**) Network of functional pathways for genes that contains NAD-cap from young and aged mouse livers, respectively. Nodes represent pathways and edges represent shared genes between pathways. Nodes colored in blue are young-specific pathways (2-month) and those in khaki are aged-specific pathways (18-month), while those in both colors are shared by both young and aged animals.

In nucleus, genes encoded basic machineries in DNA replication (e.g. DNA primase and DNA polymerase) and transcription (e.g. RNA polymerase II) were found to contain NAD-cap. 

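Prim2 (ENSMUSG00000026134, chromosome 1), which encodes a DNA primase subunit, had a log2 fold change of 1.10 (SE 0.24, adjusted p = 4.0e-04) in young and 1.24 (SE 0.24, adjusted p = 1.5e-04) in aged livers. The polymerase subunit gene Pole3 (ENSMUSG00000028394, chromosome 4) had 1.75 and 1.68. Among the RNA polymerase II genes, Polr2e (ENSMUSG00000004667, chromosome 10) had 1.27 (SE 0.11) and 1.17 (SE 0.11), and Polr2g (ENSMUSG00000071662, chromosome 19) had 1.69 (SE 0.13) and 1.38 (SE 0.13). Log2 fold changes of Pcna, Orc6 and Rpa3 were 1.71, 1.60 and 1.27 in young livers and 1.49, 1.68 and 0.90 in aged livers. Taf13 and Gtf2e1 of the general transcription factors had 2.73 and 1.73 in young and 2.78 and 1.52 in aged livers.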

Also, transcripts with 5′-NAD modification were enriched in cell cycle (e.g. centromere protein and CDK) and DNA damage responses (e.g. ATM and TP53). 

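Cenpa (ENSMUSG00000029177, chromosome 5) had a log2 fold change of 1.62 (SE 0.15, adjusted p = 6.2e-09) in young and 1.04 (SE 0.15, adjusted p = 4.6e-06) in aged livers, and Cdk7 (ENSMUSG00000069089, chromosome 13) had 1.12 (SE 0.14) and 1.05 (SE 0.14). Trp53 (ENSMUSG00000059552), on chromosome 11 of GRCm38 from 69580359 to 69591873, had 1.35 (SE 0.11, adjusted p = 1.7e-09) and 1.43 (SE 0.11, adjusted p = 4.7e-10). Atm (ENSMUSG00000034218), on chromosome 9 from 53439149 to 53536740, was lower in enrichment than in input, with -1.60 (SE 0.42, adjusted p = 0.0024) and -2.05 (SE 0.45, adjusted p = 4.8e-04). It was not a NAD-RNA at either age under any of the alternatives tried.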

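Bmp5 (ENSMUSG00000032179), on chromosome 9 of GRCm38 from 75775364 to 75900310, had a log2 fold change of 0.01 (SE 0.30, adjusted p = 0.99) in young and 0.71 (SE 0.29, adjusted p = 0.042) in aged livers, and was called at neither age under any of the alternatives tried. Its young value turned negative in 5 alternatives, from -0.0070 with only the 2 groups compared to -0.38 with library size alone. Bmp4 (ENSMUSG00000021835, chromosome 14), shown in Fig. 6A, was called with 1.07 (SE 0.22, adjusted p = 2.7e-04) and 1.02 (SE 0.25, adjusted p = 0.0013). Dpy30 (ENSMUSG00000024067, chromosome 17) was called in young livers alone, with 1.04 (SE 0.14, adjusted p = 1.3e-06) against 0.76 (SE 0.14, adjusted p = 5.5e-05), a difference with an unadjusted p of 0.17. Hmgn2 (ENSMUSG00000003038, chromosome 4) had 1.09 (SE 0.16, adjusted p = 6.7e-06) and 1.11 (SE 0.16, adjusted p = 3.9e-06). Of the Mediator genes, Med17 and Med21 were called at both ages, Med21 with 2.03 and 1.88. The histone genes H3f3a, H2bc21 (Hist2h2be) and H1f2 (Hist1h1c) had log2 fold changes of 1.92, 1.49 and 1.13 in young and 1.67, 1.56 and 1.23 in aged livers.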

Not just housekeeping genes, transcriptional factors (e.g. BMP5 and Interferon), epigenetic pathways (e.g. Mediator Complex, DPY-30 and HMGN2), and histone-related genes were also subject to NAD modification (Figure 6A and Supplementary Table S3). In mitochondrion, we noted that its basic transcription (e.g. mitochondrial transcription termination factors) and translation (e.g. mitochondrial ribosomal proteins) were highlighted by NAD-RNAs. 

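Tfam (ENSMUSG00000003923, chromosome 10) had log2 fold changes of 1.23 (SE 0.11) in young and 1.19 (SE 0.11) in aged livers. The termination factor gene Mterf1b (ENSMUSG00000053178, chromosome 5) was called with 1.27 (SE 0.51, adjusted p = 0.040) and 1.27 (SE 0.52, adjusted p = 0.045), and Mterf1a (ENSMUSG00000040429, chromosome 5) in young livers alone, with 1.56 (SE 0.35) against 0.90 (SE 0.34). Of the mitochondrial ribosomal protein genes, Mrpl44 (ENSMUSG00000026248, chromosome 1) was called with 1.14 and 1.11. Mrps14 (ENSMUSG00000058267, chromosome 1) had 0.98 (SE 0.12, adjusted p = 6.0e-07) in young livers, just under the cutoff, and 0.67 in aged livers. It was called in young livers by DESeq2's Wald test, with DESeq2's size factors, and without young replicate 1 or 3. Malsu1 and Nars2 had 1.71 and 1.83 in young and 1.47 and 1.73 in aged livers. Mtrfr was not matched to a gene of the annotation.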

Nuclear-encoded mitochondria genes, known to play essential roles in electron transport (e.g. mitochondrial complex I and cytochrome P450) and metabolism (e.g. SDHC and LDHB), had NAD modification (Figure 6A and Supplementary Table S3). In contrast, no transcripts encoded by the mitochondrial genome were found to be linked with NAD.

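Of the genes of mitochondrial electron transport, Ndufa4 (ENSMUSG00000029632, chromosome 6), Ndufa8 (ENSMUSG00000026895, chromosome 2) and Ndufb5 (ENSMUSG00000027673, chromosome 3) had log2 fold changes of 1.70, 1.85 and 1.37 in young and 1.14, 1.56 and 1.14 in aged livers. Cox5b and Uqcr10 were called in young livers and not in aged livers, where they had 0.67 and 0.97. Uqcr10 was called in aged livers by DESeq2's Wald test, with DESeq2's size factors, and without aged replicate 2 or 4. Etfrf1 (ENSMUSG00000040370, chromosome 6) had 0.99 (SE 0.12) in young livers, under the cutoff, and was called in aged livers with 1.03 (SE 0.12). Cyp2c70 (ENSMUSG00000060613, chromosome 19), a cytochrome P450 gene of Fig. 7B, had 2.53 and 2.28. Sdhc (ENSMUSG00000058076), on chromosome 1 of GRCm38 from 171127165 to 171150603, had 1.31 (SE 0.098, adjusted p = 3.1e-10) and 1.19 (SE 0.097, adjusted p = 1.1e-09). Ldhb (ENSMUSG00000030246), on chromosome 6 from 142490249 to 142507957, had 1.28 (SE 0.23, adjusted p = 7.5e-05) and 1.36 (SE 0.25, adjusted p = 8.7e-05).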

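Genes of the mitochondrial genome took 5.32% ± 0.520 of the counts in young input and 5.06% ± 0.220 in aged input, against 0.556% ± 0.102 and 0.487% ± 0.0370 in the enrichment libraries (SD, n = 4). No enrichment library reached the share of any input library at either age (exact two-sided permutation tests, p = 0.0286, the smallest that 4 against 4 allow). The median log2 fold change of the 27 tested genes was -2.23 in young and -2.51 in aged livers, and 24 of them had a negative log2 fold change with an adjusted p under 0.05 in young livers. The most abundant, mt-Co1 (ENSMUSG00000064351), had -3.71 (SE 0.19) and -3.98 (SE 0.19). Of the 3 other genes, mt-Tq, mt-Tw and mt-Ta, all for transfer RNAs, the values were -1.71, -0.18 and -1.50 in young and -0.41, 0.96 and 0.42 in aged livers, and these genes are named because their adjusted p was 0.05 or more at both ages.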

### Age alters NAD-capped RNAs

In line with an age-modulated decrease of NAD (Supplementary Figure S5), both the number of RNAs that contained NAD-capped form and the global extent of capping became decreased in aged compared to young animals (Figure 6B). 

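Averaged over the 2420 NAD-RNAs called at either age, the log2 ratio of enrichment to input was 1.27 ± 0.03 in young and 1.17 ± 0.03 in aged livers (SD, n = 4 animals). The difference of 0.108 was larger than the spread between animals (exact two-sided permutation test, p = 0.0286, the smallest that 4 against 4 allow). It was 0.088 over the 1423 NAD-RNAs shared by both ages (exact permutation p = 0.0286). The choice of genes moved it most, to -0.030 over the genes called in aged livers (exact permutation p = 0.0857) and 0.216 over those called in young livers. Over all 15636 tested genes it was 0.023 (exact permutation p = 0.314). When the genes were called from fits of only the 2 groups compared, it was 0.063 (exact permutation p = 0.0571). Leaving out 1 animal at a time gave differences between 0.0893 and 0.128.

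Across genes, as in Fig. 6B, the mean log2 fold change was 1.51 (n = 2038 genes) in young and 1.44 (n = 1805 genes) in aged livers, a difference of 0.07 (two-sided Wilcoxon rank-sum test, p = 1.7e-04, across genes that are not independent replicates). With library size alone the difference was 0.07 (n = 885 and 714 genes, Wilcoxon rank-sum test, p = 0.058). Of the 1423 shared NAD-RNAs, 938 had the higher fold change in young livers. The difference in the number of calls, 233, was 232 when every library was thinned to 9149931 counts. Beside the decrease of NAD with age in Supplementary Figure S5, the paper states that both the number of NAD-capped RNAs and the extent of capping are lower in aged animals.

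**Figure D6:**
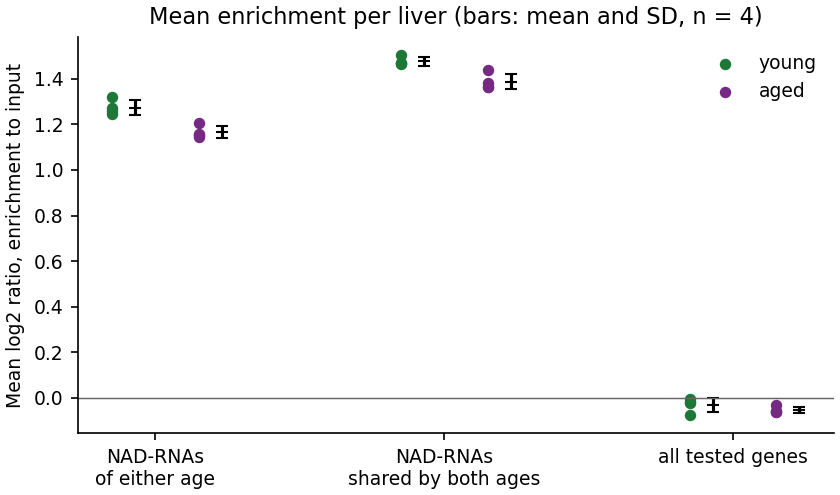
Mean log2 ratio of enrichment to input of each liver, young in green and aged in purple, over 3 choices of genes, with the mean and SD of 4 animals beside the points. Young livers lie above all aged livers for the NAD-RNAs of either age and for the shared ones, and not over all tested genes.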

Gene-specific analysis conformed with this trend of age-modulated decrease in NAD capping; however, select NAD-RNAs had higher enrichment in aged than young mouse livers (Figure 6C). 

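Of the 2420 NAD-RNAs called at either age, 316 had a fold change at least 1.5 times as high in young as in aged livers, and 148 the reverse. A ratio of 2 moved the first count most, to 140 and 88. Library size alone gave 157 and 73, and genes with a mean of at least 10 counts gave 170 and 66. Leaving out 1 animal gave from 264 to 357 and from 127 to 156. The median SE of the difference between the ages was 0.26 on the log2 scale, against a threshold of 0.58, and the log2 fold changes of both ages correlated at 0.842 across all tested genes.

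The difference in enrichment was tested for each gene. At an adjusted p under 0.05 there were 0 genes among all 15636 and 0 among the 2420 NAD-RNAs, where the smallest adjusted p was 0.44. Unadjusted, 588 genes had a p under 0.05, where chance gives 782, 334 of them higher in young and 254 higher in aged livers. This model leaves the pairing of libraries by animal aside. The other 34 splits of the animals gave from 146 to 375 such genes. Each of them mixes young and aged livers, whose inputs differed widely, within a group, which can widen the spread. They therefore give no chance level for the 588 genes. Of the 316 and 148 genes, 64 and 30 had an unadjusted p under 0.05. With the replicate number as a block, 1274 genes had an unadjusted p under 0.05 and 8 genes passed after adjustment, chosen after their values were seen. Higher in young livers were Sdf2l1, Gchfr and Ufc1, by 0.69, 0.73 and 0.50 on the log2 scale (adjusted p = 0.0090, 0.011 and 0.043). Higher in aged livers were Cyp2a5, Gm15459, Hspa8, Cidec and Dio1, with young minus aged differences of -0.61, -0.59, -0.54, -0.90 and -0.50 (adjusted p from 0.0021 to 0.046). Without the zero filter, 4 genes passed: Gchfr (0.77), Atp5e (0.76), Atp5k (0.81) and Ighg2c (-6.73), the last with 559 counts in 9 of 16 libraries.

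**Figure D7:**
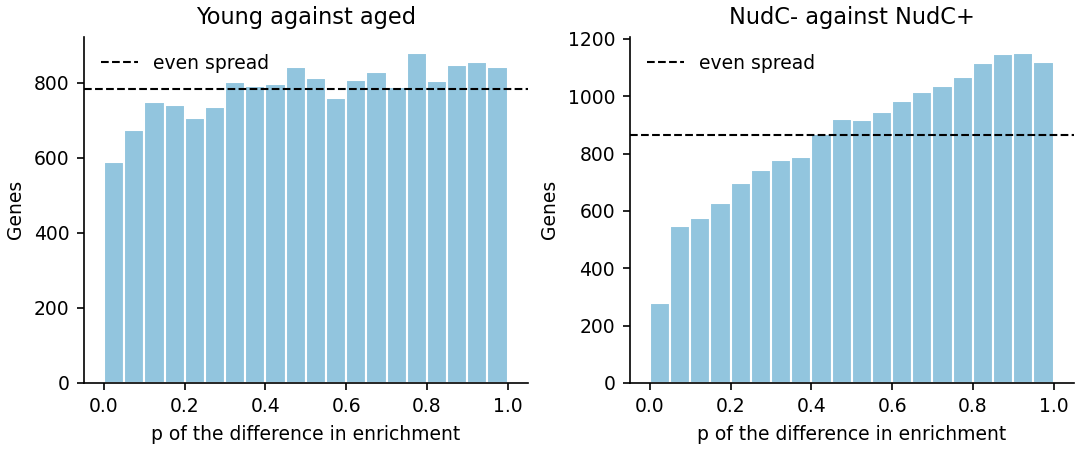
Number of genes by the unadjusted p of the difference in enrichment in the model without a replicate block, young against aged (left) and NudC- against NudC+ (right), in bins of 0.05, with a dashed line at an even spread. The lowest bin holds 588 and 279 genes, against 1274 and 1261 with the block and 782 and 866 for an even spread.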

Interestingly, we noted different functional categories in young and aged animals. 

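The clusters of the paper's pathway table hold genes that the paper called on these libraries, so their values are not an independent check. Over-representation of pathways, which the paper reports, was not tested here. Clusters also differ in the age they were listed for, which can shift the differences between the ages. For RNA splicing, 69 genes were listed for young and 40 for aged livers, and for ribonucleotide metabolism 0 and 38. All 26 tested genes of the nucleotide excision repair cluster were called in young and 19 in aged livers, and 22 had the higher fold change in young livers. Their mean log2 ratio was 1.39 ± 0.11 in young and 1.24 ± 0.04 in aged livers (SD, n = 4, exact two-sided permutation p = 0.0857, adjusted over the 31 clusters 0.148). Of 69 RNA splicing genes, 68 and 52 were called, and the means differed by 0.16 (exact permutation p = 0.0286, adjusted 0.0886). For ribonucleotide metabolism, 36 and 34 of 38 genes were called and the means differed by 0.03 (exact permutation p = 0.343). All 8 genes of aromatic-amino acid metabolism were called at both ages, with a young minus aged difference of -0.04 (exact permutation p = 0.543), the only negative difference among the 31 clusters. The oxidation cluster, with 103 genes, had all but 1 of its genes called in young and 91 in aged livers, and a difference of 0.05 (exact permutation p = 0.0857). Upp2 (ENSMUSG00000026839, chromosome 2) was called at both ages with log2 fold changes of 1.39 (SE 0.16) and 1.48 (SE 0.17), and Tdo2 (ENSMUSG00000028011, chromosome 3) with 1.79 (SE 0.13) and 1.73 (SE 0.13). The superoxide dismutase gene Sod2 (ENSMUSG00000006818, chromosome 17) had 1.37 and 1.39.

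**Figure D8:**
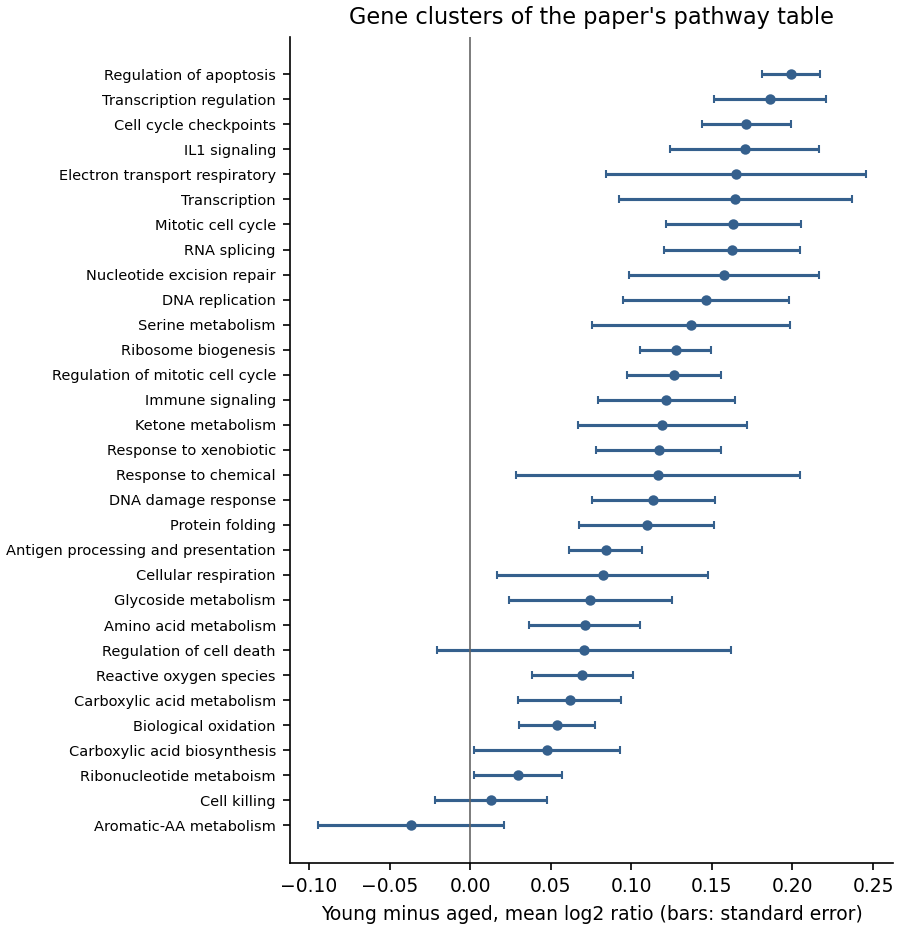
Young minus aged difference of the mean log2 ratio of enrichment to input over the genes of each cluster, with bars for its standard error (n = 4 animals per age). The differences run from -0.04 for aromatic-amino acid metabolism to 0.20 for regulation of apoptosis.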

Whereas young animals displayed enrichment of pathways involved in nucleotide excision repair (e.g. excision repair protein) and RNA splicing (e.g. splicing factor and alternative splicing regulator), aged animals tended to enrich metabolic signatures, such as ribonucleotide metabolism (e.g. UPP2) and aromatic-amino acids metabolism (e.g. TDO2), as well as oxidation-related pathways (e.g. GSTs and SODs) (Figure 6D and Supplementary Table S3). Together, our study reveals new features of age-modulated NAD-RNAs from adult mouse livers.

### ONE-seq enables gene-specific analysis of NAD-RNAs

Above evidence supported the notion that ONE-seq platform permits epi-transcriptome-wide profiling directly from total RNA, prompting us to extend its application for gene-specific assessment by qRT-PCR. To do this, we included non-capped ppp-RNA (106 nt) as a baseline negative control, and NAD-RNA (106 nt) as a positive control. Total RNA and internal spike-in controls were subjected to ONE-seq experiment, followed by qRT-PCR. The relative abundance was calculated between NudC + and input samples (Figure 7A). Our data demonstrated that ONE-seq enabled comparative and quantitative assessment of NAD-capping events on specific genes, such as the cytochrome P450 family Cyp2c70 and Cyp3a11 involved in electron transport, Akr1c13 and Prxl2b of the metabolism-related genes, as well as Med17 and Ufc1 genes of gene regulatory pathways (Figure 7B).

**Figure 7.**
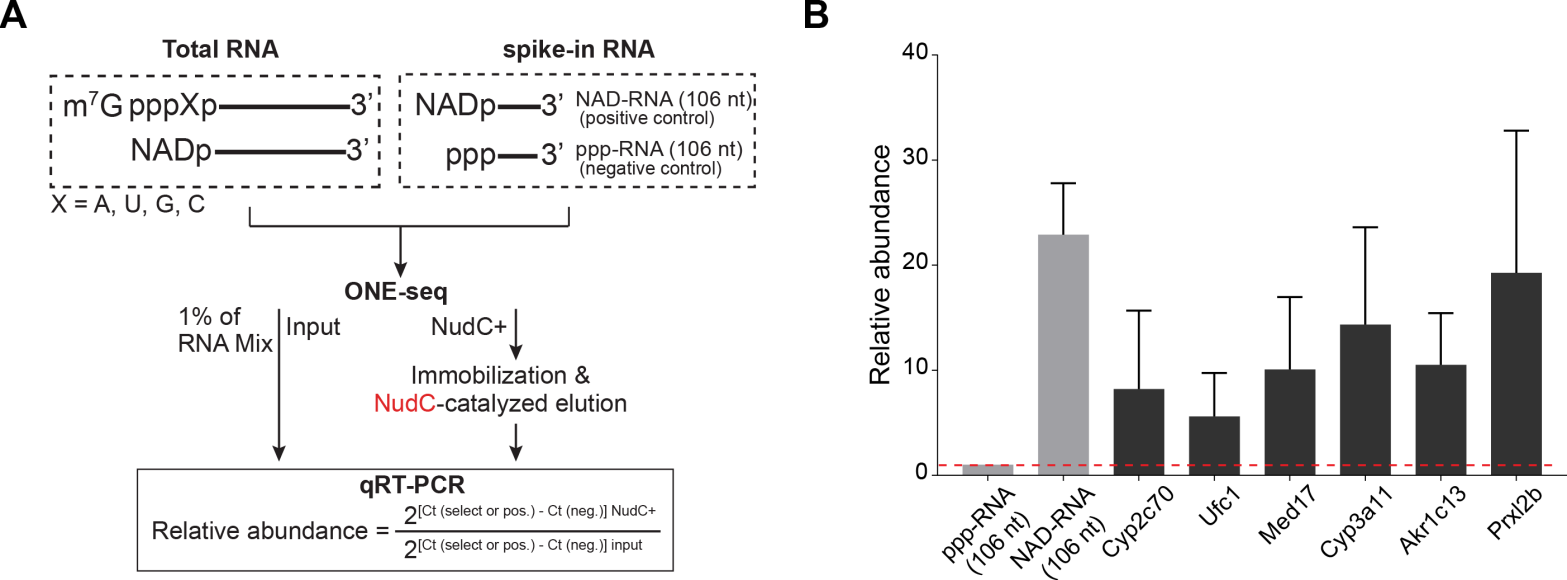
Gene-specific analysis of NAD-RNAs by ONE-seq. (**A**) Schematic workflow of gene-specific assessment of NAD modification with ONE-seq platform by qRT-PCR. ppp-RNA (106 nt) and NAD-RNA (106 nt) were included as a baseline negative control and a positive control, respectively. (**B**) Assessment of gene-specific NAD-capping by qRT-PCR. Based on ONE-seq platform, Cytochrome P450 family Cyp2c70 and Cyp3a11 involved in electron transport, Akr1c13 and Prxl2b of the metabolism-related genes, and Med17 and Ufc1 genes of gene regulatory pathways were examined. Total RNAs were from liver tissues of young mice (2-month).

## DISCUSSION

NCIN, the nucleoside-containing metabolite such as NAD, 5′-desphospho coenzyme A (dpCoA), flavin adenine dinucleotide (FAD), uridine diphosphate glucose (UDP-Glc) and uridine diphosphate *N*-acetylglucosamine (UDP-GlcNAc), can be incorporated at the 5′-end of RNA during transcription initiation in both prokaryotes and eukaryotes (5,34). CapZyme-seq has been applied to detect the global landscape of NCIN-capped RNAs *in vivo* but this method does not pinpoint the nature NCIN cap (34). As a result, CapZyme-seq cannot be used to profile NAD-RNAs from total RNA extract.

NAD is the hub metabolite and redox regent for cells, involving in a wide range of biological processes (9). The attachment of NAD to RNA inherently connects essential metabolic regulation with gene expression, defining a critical layer of epi-transcriptomic regulation. However, investigating biological insight of NAD-RNAs has been hindered by the analytical methods available. The currently reported NAD-RNA identification methods involve the use of multiple reactions, and each reaction requires additional steps of RNA clean-up and precipitation. In addition, the canonical 5′-end cap structure of RNA (m^7^G) has been found to contaminate the NAD-RNA profile. As such, SPAAC-NAD-seq (16), the most recent method developed in *Arabidopsis*, introduces antibody-based pre-treatment to deplete m^7^G-RNA from purified mRNA. Consequently, these methods demand laborious procedures and high RNA input, which cannot be readily applied for gene-specific analysis. In the current study, we design a one-step chemo-enzymatic reaction by HEEB that directly conjugates NAD-RNA with biotin affinity tag. We apply NudC-based post-treatment to specifically harvest NAD-capped RNAs, allowing the assay to be simply performed from total RNA. Compared to previous methods, ONE-seq requires significantly less amount of RNA input. More importantly, we include different types of spike-in RNAs to carefully demonstrate that ONE-seq can capture NAD-RNAs with specificity and sensitivity, especially for those that have equal to or higher than 3% of NAD-capped form for a particular transcript (see Figure 3I). However, one limitation to note is that ONE-seq is not sensitive enough to detect low-degree NAD modification, such as those equal to or lower than 1% of the transcript (see Figure 3I). For future experiments, synthetic m^7^G- and NAD-RNA spike-ins can be included as quality controls to determine specificity and sensitivity, respectively. Inspired by previous work (38,39), we devise an ADPRC-independent assay by boronate affinity to validate NAD-RNAs. By circumventing the need for boronic acid gel electrophoresis and radioactive probe labeling, our current assay that adopts qRT-PCR allows quantitative analysis of the capping event for multiple genes, which can be readily extended into epitranscriptomic application. Our validation supports the notion that ONE-seq is a reliable method for the identification of NAD-capped RNAs.

ONE-seq accelerates the discovery of new NAD-RNAs. NAD-capping may define a conserved gene regulatory mechanism. Consistent with the observation in *Arabidopsis* (40), NAD capping in mouse tends to occur on genes with shorter length. However, NAD, as a non-canonical initiating nucleotide, can be added to the 5′-end of RNA during transcription initiation by RNA Polymerase II. It remains enigmatic how RNA Polymerase II is able to distinguish the length of genes at the step of transcription initiation. Future investigations, including in-depth comparative analysis of NAD-RNA profiles from different organisms, may provide important information. Similar to yeast (41), transcripts with NAD-cap are more likely to have intron retention than those capped by m^7^G. In addition, we reveal prominent features of NAD-RNAs in adult mouse livers. Majority of NAD-RNAs are produced by protein-encoding genes, with their biological functions mainly involved in basic cellular events, such as DNA replication, transcription, translation, and metabolism. It is interesting to note that, although few NAD-RNAs are produced from mitochondrial-encoded genes, we determine that more than 289 nucleus-encoded genes known to function in mitochondria contain NAD capped forms. Despite these observations, however, whether NAD-RNAs would function similarly or differently from their canonical m^7^G-capped counterparts remains elusive. Thus far, the only proposed effect of NAD modification on RNAs is to trigger RNA degradation (42). However, since NAD is a well-characterized redox reagent and a widely used protein ligand, it is tempting to speculate that NAD capping may endow the expressed RNA transcripts with additional interaction, structural or regulatory properties.

ONE-seq reveals the dynamics of NAD-RNAs during life-course. Seminal studies have heightened the fact that the cellular level of NAD decreases with age, predisposing individuals to physiological decline as well as late-onset diseases (43). Our quantitative assessment describes that aging couples with a decline of NAD modification on RNAs. This data indicates that the capping event at the transcriptome level might be intimately connected to the cellular reserve of NAD. Intriguingly, despite the fact that age couples with a decline in NAD, unique NAD-RNAs can be found in aged animals, suggesting that NAD modification on specific RNAs may also be fine-tuned by the physiological status of cells. Based on the same platform, qRT-PCR analysis on specific NAD-RNAs can be applied, which potentially can be developed as biomarkers for health and disease. Aging is a complex process that could be regulated by multiple mechanisms; therefore, it would be interesting to test whether aging might be through at least in part by the alteration of NAD-capped RNAs.

Taken together, we propose ONE-seq as a simple, specific, and versatile method for the investigation of NAD-capped RNAs in a wide-spectrum of biological contexts. NAD-functionalized RNAs, poised to integrate metabolome and transcriptome, prompt future investigation into how this epi-transcriptomic mechanism may impact the physiological and perhaps pathological processes.

## DATA AVAILABILITY

All high-throughput RNA sequencing data as well as transcript quantifications have been deposited at the Gene Expression Omnibus under accession number GSE194271. Genome browser views for Cyp2c70 (http://genome.ucsc.edu/s/lda97/Cyp2c70_ONE-seq), Mup13 (http://genome.ucsc.edu/s/lda97/Mup13_ONE-seq), Mup19 (http://genome.ucsc.edu/s/lda97/Mup19_ONE-seq) and Mettl7b (http://genome.ucsc.edu/s/lda97/Mettl7b_ONE-seq) can be accessed at UCSC Genome Browser online sessions. All source codes for data analysis are available at Zenodo https://doi.org/10.5281/zenodo.7293917.

## Supplementary Material

gkac1136_Supplemental_Files

## References

[1] Topisirovic I., Svitkin Y.V., Sonenberg N., Shatkin A.J. Cap and cap-binding proteins in the control of gene expression. Wiley Interdiscip. Rev. RNA. 2011; 2:277–298.21957010 10.1002/wrna.52

[2] Ramanathan A., Robb G.B., Chan S.-H. mRNA capping: biological functions and applications. Nucleic Acids Res. 2016; 44:7511–7526.27317694 10.1093/nar/gkw551PMC5027499

[3] Galloway A., Cowling V.H. mRNA cap regulation in mammalian cell function and fate. Biochim. Biophys. Acta Gene Regul. Mech. 2019; 1862:270–279.30312682 10.1016/j.bbagrm.2018.09.011PMC6414751

[4] Chen Y.G., Kowtoniuk W.E., Agarwal I., Shen Y., Liu D.R. LC/MS analysis of cellular RNA reveals NAD-linked RNA. Nat. Chem. Biol. 2009; 5:879–881.19820715 10.1038/nchembio.235PMC2842606

[5] Wang J., Alvin Chew B.L., Lai Y., Dong H., Xu L., Balamkundu S., Cai W.M., Cui L., Liu C.F., Fu X.Y. et al. Quantifying the RNA cap epitranscriptome reveals novel caps in cellular and viral RNA. Nucleic Acids Res. 2019; 47:e130.31504804 10.1093/nar/gkz751PMC6847653

[6] Lopez-Otin C., Blasco M.A., Partridge L., Serrano M., Kroemer G. The hallmarks of aging. Cell. 2013; 153:1194–1217.23746838 10.1016/j.cell.2013.05.039PMC3836174

[7] Lopez-Otin C., Galluzzi L., Freije J.M.P., Madeo F., Kroemer G. Metabolic control of longevity. Cell. 2016; 166:802–821.27518560 10.1016/j.cell.2016.07.031

[8] Ma Z., Wang H., Cai Y., Wang H., Niu K., Wu X., Ma H., Yang Y., Tong W., Liu F. et al. Epigenetic drift of H3K27me3 in aging links glycolysis to healthy longevity in drosophila. Elife. 2018; 7:e35368.29809154 10.7554/eLife.35368PMC5991832

[9] Katsyuba E., Romani M., Hofer D., Auwerx J. NAD(+) homeostasis in health and disease. Nat. Metab. 2020; 2:9–31.32694684 10.1038/s42255-019-0161-5

[10] Yoshino J., Mills K.F., Yoon M.J., Imai S. Nicotinamide mononucleotide, a key NAD(+) intermediate, treats the pathophysiology of diet- and age-induced diabetes in mice. Cell Metab. 2011; 14:528–536.21982712 10.1016/j.cmet.2011.08.014PMC3204926

[11] Anderson R.M., Bitterman K.J., Wood J.G., Medvedik O., Cohen H., Lin S.S., Manchester J.K., Gordon J.I., Sinclair D.A. Manipulation of a nuclear NAD+ salvage pathway delays aging without altering steady-state NAD+ levels. J. Biol. Chem. 2002; 277:18881–18890.11884393 10.1074/jbc.M111773200

[12] Mouchiroud L., Houtkooper R.H., Moullan N., Katsyuba E., Ryu D., Cantó C., Mottis A., Jo Y.S., Viswanathan M., Schoonjans K. et al. The NAD(+)/Sirtuin pathway modulates longevity through activation of mitochondrial UPR and FOXO signaling. Cell. 2013; 154:430–441.23870130 10.1016/j.cell.2013.06.016PMC3753670

[13] Balan V., Miller G.S., Kaplun L., Balan K., Chong Z.Z., Li F., Kaplun A., VanBerkum M.F.A., Arking R., Freeman D.C. et al. Life span extension and neuronal cell protection by drosophila nicotinamidase. J. Biol. Chem. 2008; 283:27810–27819.18678867 10.1074/jbc.M804681200PMC2562057

[14] Zhang H., Ryu D., Wu Y., Gariani K., Wang X., Luan P., D’Amico D., Ropelle E.R., Lutolf M.P., Aebersold R. et al. NAD⁺ repletion improves mitochondrial and stem cell function and enhances life span in mice. Science. 2016; 352:1436–1443.27127236 10.1126/science.aaf2693

[15] Cahova H., Winz M.L., Hofer K., Nubel G., Jaschke A. NAD captureSeq indicates NAD as a bacterial cap for a subset of regulatory RNAs. Nature. 2015; 519:374–377.25533955 10.1038/nature14020

[16] Hu H., Flynn N., Zhang H., You C., Hang R., Wang X., Zhong H., Chan Z., Xia Y., Chen X. SPAAC-NAD-seq, a sensitive and accurate method to profile NAD(+)-capped transcripts. Proc. Natl. Acad. Sci. U.S.A. 2021; 118:e2025595118.33753511 10.1073/pnas.2025595118PMC8020637

[17] Winz M.L., Cahová H., Nübel G., Frindert J., Höfer K., Jäschke A. Capture and sequencing of NAD-capped RNA sequences with NAD captureSeq. Nat. Protoc. 2017; 12:122–149.27977022 10.1038/nprot.2016.163

[18] Shao X., Zhang H., Yang Z., Zhong H., Xia Y., Cai Z. NAD tagSeq for transcriptome-wide identification and characterization of NAD(+)-capped RNAs. Nat. Protoc. 2020; 15:2813–2836.32747820 10.1038/s41596-020-0363-z

[19] Sheng W., LaFleur M.W., Nguyen T.H., Chen S., Chakravarthy A., Conway J.R., Li Y., Chen H., Yang H., Hsu P.H. et al. LSD1 ablation stimulates Anti-tumor immunity and enables checkpoint blockade. Cell. 2018; 174:549–563.29937226 10.1016/j.cell.2018.05.052PMC6063761

[20] Krueger F. Trim galore. A Wrapper Tool Around Cutadapt and FastQC to Consistently Apply Quality and Adapter Trimming to FastQ Files. 2015; 516:517.

[21] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S., Batut P., Chaisson M., Gingeras T.R. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013; 29:15–21.23104886 10.1093/bioinformatics/bts635PMC3530905

[22] Liao Y., Smyth G.K., Shi W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics. 2014; 30:923–930.24227677 10.1093/bioinformatics/btt656

[23] Lee S., Zhang A.Y., Su S., Ng A.P., Holik A.Z., Asselin-Labat M.L., Ritchie M.E., Law C.W. Covering all your bases: incorporating intron signal from RNA-seq data. NAR Genom. Bioinform. 2020; 2:lqaa073.33575621 10.1093/nargab/lqaa073PMC7671406

[24] Ramírez F., Ryan D.P., Grüning B., Bhardwaj V., Kilpert F., Richter A.S., Heyne S., Dündar F., Manke T. deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Res. 2016; 44:W160–W165.27079975 10.1093/nar/gkw257PMC4987876

[25] Thorvaldsdóttir H., Robinson J.T., Mesirov J.P. Integrative genomics viewer (IGV): high-performance genomics data visualization and exploration. Brief. Bioinform. 2013; 14:178–192.22517427 10.1093/bib/bbs017PMC3603213

[26] Wang L., Wang S., Li W. RSeQC: quality control of RNA-seq experiments. Bioinformatics. 2012; 28:2184–2185.22743226 10.1093/bioinformatics/bts356

[27] Love M.I., Huber W., Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014; 15:550.25516281 10.1186/s13059-014-0550-8PMC4302049

[28] Wickham H. ggplot2. Wiley Interdiscip. Rev. Comput. Stat. 2011; 3:180–185.

[29] Kolberg L., Raudvere U., Kuzmin I., Vilo J., Peterson H. gprofiler2 – an R package for gene list functional enrichment analysis and namespace conversion toolset g:Profiler. F1000Res. 2020; 9:ELIXIR–709.10.12688/f1000research.24956.1PMC785984133564394

[30] Jassal B., Matthews L., Viteri G., Gong C., Lorente P., Fabregat A., Sidiropoulos K., Cook J., Gillespie M., Haw R. et al. The reactome pathway knowledgebase. Nucleic Acids Res. 2020; 48:D498–D503.31691815 10.1093/nar/gkz1031PMC7145712

[31] Gene Ontology Consortium The gene ontology resource: enriching a GOld mine. Nucleic Acids Res. 2021; 49:D325–D334.33290552 10.1093/nar/gkaa1113PMC7779012

[32] Shannon P., Markiel A., Ozier O., Baliga N.S., Wang J.T., Ramage D., Amin N., Schwikowski B., Ideker T. Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Res. 2003; 13:2498–2504.14597658 10.1101/gr.1239303PMC403769

[33] Reimand J., Isserlin R., Voisin V., Kucera M., Tannus-Lopes C., Rostamianfar A., Wadi L., Meyer M., Wong J., Xu C. et al. Pathway enrichment analysis and visualization of omics data using g:Profiler, GSEA, cytoscape and enrichmentmap. Nat. Protoc. 2019; 14:482–517.30664679 10.1038/s41596-018-0103-9PMC6607905

[34] Vvedenskaya I.O., Bird J.G., Zhang Y., Zhang Y., Jiao X., Barvik I., Krasny L., Kiledjian M., Taylor D.M., Ebright R.H. et al. CapZyme-Seq comprehensively defines promoter-sequence determinants for RNA 5' capping with NAD(+). Mol. Cell. 2018; 70:553–564.29681497 10.1016/j.molcel.2018.03.014PMC5935523

[35] Grudzien-Nogalska E., Wu Y., Jiao X., Cui H., Mateyak M.K., Hart R.P., Tong L., Kiledjian M. Structural and mechanistic basis of mammalian nudt12 RNA deNADding. Nat. Chem. Biol. 2019; 15:575–582.31101919 10.1038/s41589-019-0293-7PMC6527130

[36] Ray A., Frick D.N. Fluorescent probe displacement assays reveal unique nucleic acid binding properties of human nudix enzymes. Anal. Biochem. 2020; 595:113622.32059949 10.1016/j.ab.2020.113622PMC7087442

[37] Igloi G.L., Kössel H. Affinity electrophoresis for monitoring terminal phosphorylation and the presence of queuosine in RNA. Application of polyacrylamide containing a covalently bound boronic acid. Nucleic Acids Res. 1985; 13:6881–6898.2414733 10.1093/nar/13.19.6881PMC322011

[38] Nubel G., Sorgenfrei F.A., Jaschke A. Boronate affinity electrophoresis for the purification and analysis of cofactor-modified RNAs. Methods. 2017; 117:14–20.27645507 10.1016/j.ymeth.2016.09.008

[39] Bird J.G., Basu U., Kuster D., Ramachandran A., Grudzien-Nogalska E., Towheed A., Wallace D.C., Kiledjian M., Temiakov D., Patel S.S. et al. Highly efficient 5' capping of mitochondrial RNA with NAD(+) and NADH by yeast and human mitochondrial RNA polymerase. Elife. 2018; 7:e42179.30526856 10.7554/eLife.42179PMC6298784

[40] Wang Y., Li S., Zhao Y., You C., Le B., Gong Z., Mo B., Xia Y., Chen X. NAD(+)-capped RNAs are widespread in the arabidopsis transcriptome and can probably be translated. Proc. Natl. Acad. Sci. U.S.A. 2019; 116:12094–12102.31142655 10.1073/pnas.1903682116PMC6575598

[41] Walters R.W., Matheny T., Mizoue L.S., Rao B.S., Muhlrad D., Parker R. Identification of NAD+ capped mRNAs in saccharomyces cerevisiae. Proc. Natl. Acad. Sci. U.S.A. 2017; 114:480–485.28031484 10.1073/pnas.1619369114PMC5255579

[42] Jiao X., Doamekpor S.K., Bird J.G., Nickels B.E., Tong L., Hart R.P., Kiledjian M. 5' End nicotinamide adenine dinucleotide cap in human cells promotes RNA decay through DXO-Mediated deNADding. Cell. 2017; 168:1015–1027.28283058 10.1016/j.cell.2017.02.019PMC5371429

[43] Covarrubias A.J., Perrone R., Grozio A., Verdin E. NAD(+) metabolism and its roles in cellular processes during ageing. Nat. Rev. Mol. Cell Biol. 2021; 22:119–141.33353981 10.1038/s41580-020-00313-xPMC7963035

# Supplementary material for: ONE-seq: epitranscriptome and gene-specific profiling of NAD-capped RNA
**Source:** Nucleic Acids Res. 2022 Dec 7;51(2):e12. doi: 10.1093/nar/gkac1136
**Supplement:** gkac1136_Supplemental_Files

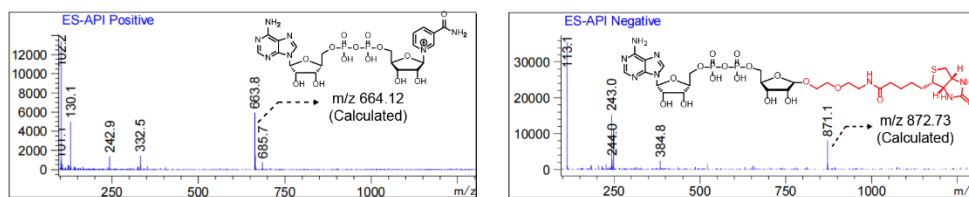

Niu et al. Supplementary Figure 1

Supplementary Figure 1: LC-MS spectra of NAD and the reaction product.

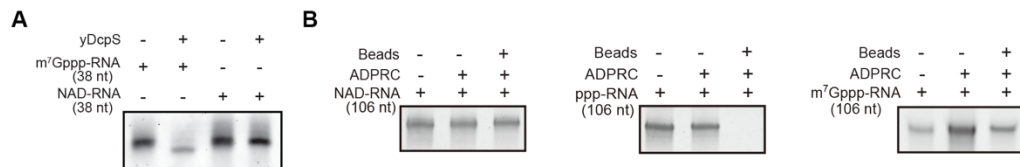

Niu et al. Supplementary Figure 2

**Supplementary Figure 2: Treatment of yDcpS and reaction between HEEB and different RNA capped forms.** (A) yDcpS can de-cap m<sup>7</sup>Gppp-RNA (38 nt), but not NAD-RNA (38 nt). (B) NAD-RNA (106 nt) and m<sup>7</sup>Gppp-RNA (106 nt), but not ppp-RNA (106 nt), can be biotinylated by HEEB reaction.

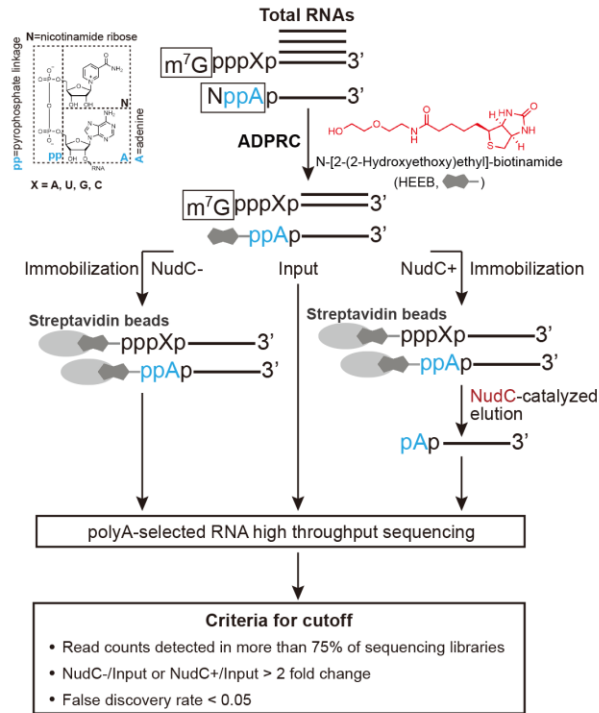

Niu et al. Supplementary Figure 3

Supplementary Figure 3: The overview to test noise-cancelling effect of NudC.

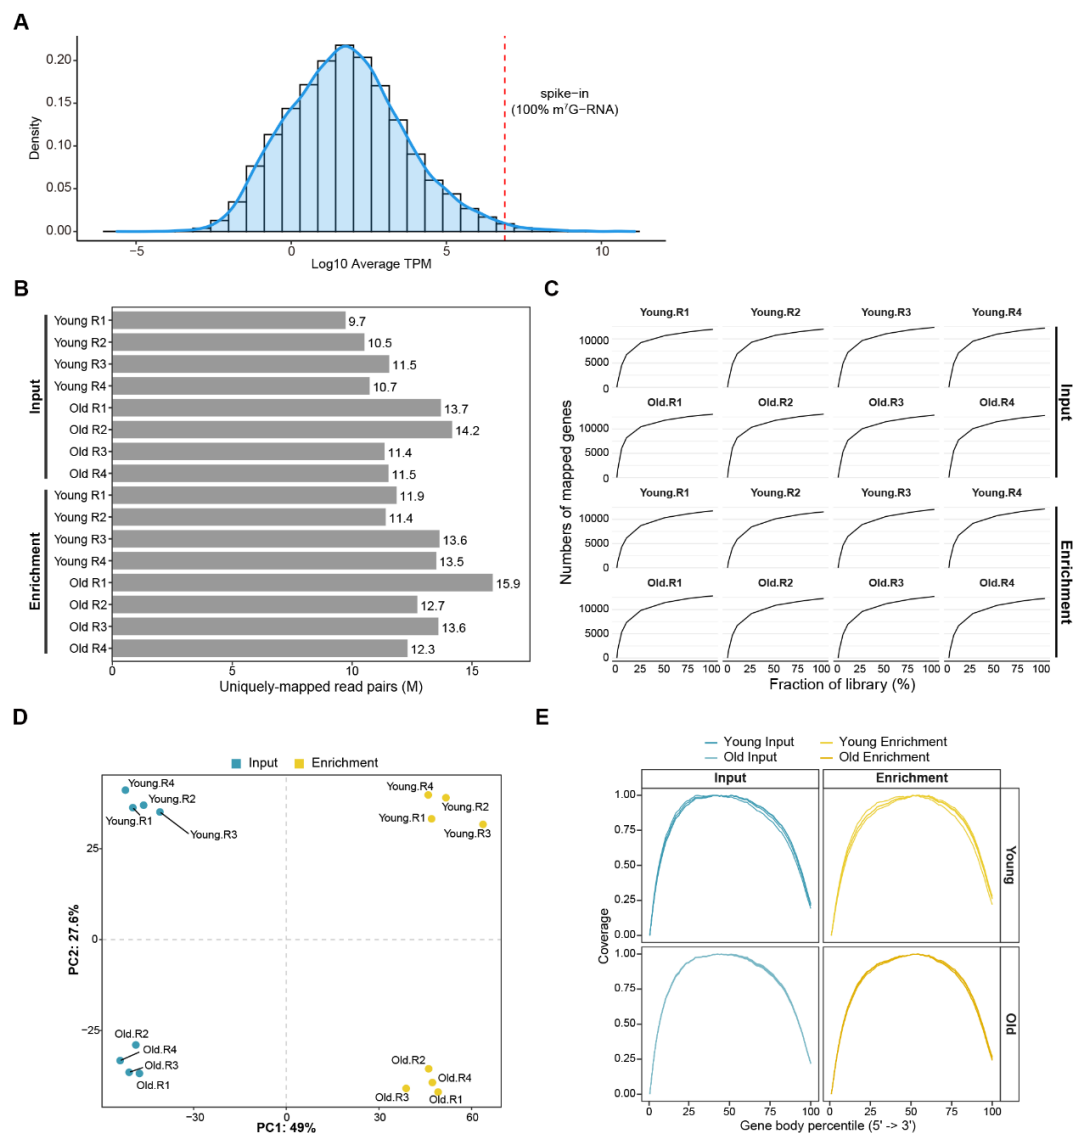

Niu et al. Supplementary Figure 4

**Supplementary Figure 4: Quality control of ONE-seq.** (A) Histogram showing the distribution of Log10-TPM (Transcript Per Million) normalized gene expression levels from ONE-seq. Vertical dashed red line indicated the normalized transcript abundances of spike-in RNA with 100% m<sup>7</sup>G-capped forms. (B) Analysis of sequences alignment from young (2-month) and aged (18-month) mouse livers. (C) Analysis of sequencing saturation. RNA samples as in (B). (D) Analysis of PCA. (E) Analysis of transcripts integrity. RNA samples as in (B).

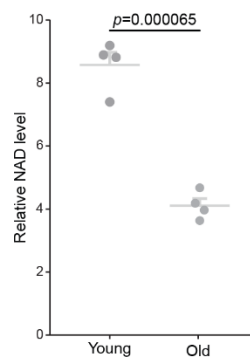

**Niu et al. Supplementary Figure 5**

**Supplementary Figure 5: NAD decreases with age in mouse livers.** Metabolites were extracted from young (2-month) and aged (18-month) mouse livers. Significance was assessed by Student's *t* test.

**Supplementary Table 1. Gene lists demonstrate noise canceling effect of NudC to reduce potential false signals from m<sup>7</sup>G-capped RNAs.**

**Supplementary Table 2. Gene lists of newly-identified NAD-capped RNAs by ONE-seq from liver tissues of young (2-month) and aged (18-month) mice.**

**Supplementary Table 3. Detailed gene and pathway analysis of NAD-capped RNAs from liver tissues of young (2-month) mice.**

**Supplementary Table 4. Primers used for qRT-PCR experiments.**

**Supplementary Table 5. RNA oligo adaptor and adapter-based primer for reverse transcription used for boronate affinity assay.**

How the deposited data were processed for this re-analysis (not part of the article)

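RNA from mouse livers was measured in 3 experiments with 48 libraries, each enrichment library beside an input library. Spike-in RNA of 500 nt with 0%, 1%, 5% or 10% of the NAD-capped form was added to RNA of 18-month livers, with 3 input and 3 enrichment libraries per mixture. Livers of 12-month mice were used with and without NudC, with 2 input and 2 enrichment libraries per arm. The age comparison used 4 young (2-month) and 4 aged (18-month) livers, each as input and enrichment.

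The authors trimmed reads with Trim Galore, mapped them to GRCm38 with STAR, counted read pairs per gene with featureCounts, and deposited these counts as whole numbers without normalization. These counts were the start of all computations, and no reads were mapped again. Gene symbols, types, positions and lengths came from GENCODE M21, the same genome build as the annotation of the authors. A gene's length was that of its merged exons. 181 gene identifiers of the NudC and age tables were not in this annotation and stayed in the tests.

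Median depth was 7822824 counts per library in the spike-in, 7815705 in the NudC and 11394991 in the age experiment. The smallest value a library could show was taken as 3 counts. Wilson intervals at 95% were used for shares and cover counting error only.

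Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0 were used. Genes with zero counts in more than 25% of the libraries of an experiment were removed. Libraries were scaled by TMM, and edgeR's quasi-likelihood model (glmQLFit and glmQLFTest) was fitted to all groups of an experiment together. Two-sided p-values were adjusted by the Benjamini-Hochberg method over the tested genes. A NAD-RNA was a gene with a log2 fold change of at least 1 and an adjusted p under 0.05. The standard error of a log2 fold change was its size divided by the root of the F statistic. A difference in enrichment between arms or ages was tested as an interaction term. Values per animal or replicate were log2 ratios of cpm with a prior count of 2, enrichment against the input with the same replicate number. Means per animal were compared by exact permutation of the labels, and correlations across genes by 100000 random permutations. Wilcoxon's rank-sum test was used across genes for Fig. 6B only. Principal components were taken on DESeq2's variance-stabilized counts. The models were tested on data simulated without pairing of libraries, with 200 genes changed 4-fold. These genes had a mean of at least 10 counts, and smaller changes were not simulated. In the simulation of the NudC design, edgeR recovered 113 of the 200 genes within an arm and 3 as a difference between arms, and DESeq2 142 and 82. Unchanged genes were called as well, 7 and 3 by edgeR and 32 and 23 by DESeq2.

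The alternatives, chosen before the data were examined, were DESeq2's Wald test, DESeq2's size factors, library size alone, no filter beyond 1 count, a mean of at least 10 counts, the replicate number as a block, a test against a 2-fold change, fits of only the 2 groups compared, all 4 inputs for each NudC arm, leaving out each replicate, and other choices of genes, lengths and ratios. DESeq2 with only the 2 groups compared, and library size alone for the interpolation, were added after seeing the data. The block was the replicate number within an arm, age or mixture. Libraries with the same number in different arms, ages or mixtures were not joined by it.

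Genes were named by a rule: every gene that the paper names or shows by symbol in Figs. 4D, 5F, 5G, 6A and 7B, and the 3 called genes with the largest log2 fold change in each of young, aged, NudC- and NudC+. The latter had a mean of at least 50 counts per enrichment library and were higher in enrichment in every pair. For an interaction, the rule took the 3 genes with the largest change in each direction among those past the threshold. Genes outside this rule are marked as chosen after their values were seen.

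Count columns that could not be matched to a library, 4 in all, were left out. These columns held further replicates. Only the NudC groups were left with 2 libraries each, so the NudC comparison may rest on part of its counts. Introns, gene body coverage and qRT-PCR were not analysed here, as no intron counts, coverage or qRT-PCR values were used.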

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

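The tests of splits of the young and of the aged libraries, and of genes called in other livers, were chosen only after the results were seen.

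In 5 of 166 groups of 4 livers, each the log2 ratios of a named gene at 1 age, a single liver lay far from the other 3. Mup19 had -0.50 in aged replicate 1 (others -0.78 to -0.84), H2-D1 1.505 in young replicate 1 (others 1.45 to 1.46), Il1rn 1.67 in young replicate 3 (others 1.22 to 1.23), Lipt1 0.81 in young replicate 3 (others 1.10 to 1.147), and Gm11189 4.08 in young replicate 2 (others 2.54 to 2.66). About 1 in 20 groups of any size shows such a gap by chance, and the share here was 3.01%. None of the 14 groups of library totals and other library measures had a library apart. Replicates 1 and 3 had 2 of the 5 livers each and replicate 2 had 1. The number of groups tested thus remains as an explanation, and no biological explanation was tested.

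The mean log2 ratio of the NAD-RNAs called at either age differed between young and aged livers by 0.108, with all 4 young livers above all 4 aged ones (exact two-sided permutation test, p = 0.0286, the smallest that 4 against 4 allow). Choosing genes from the same libraries may add to such a difference. Over the 1313 genes called in the NudC+ arm of other livers the difference was 0.170, with an exact permutation p of 0.2 (adjusted over 3 gene sets 0.2), so it did not shrink but was not past the threshold. Over the 1645 endogenous NAD-RNAs of the spike-in libraries it was 0.0823 (exact permutation p = 0.0286, adjusted 0.0857). Depth was weighed through the number of NAD-RNAs. With every library thinned to the lowest total, 1995 were called in young and 1763 in aged livers, a difference of 232 against 233 at full depth. For the difference of the mean log2 fold changes of the calls, 1 of the 8 splits of the animals that part every same-numbered pair was as large, the real one (0.07, others up to 0.05). For the difference in the number of calls it was also 1 of 8 splits (others 9 to 177). A share under 0.05 is out of reach with these 8 splits, so they cannot decide about a chance split of the animals. Over all 35 splits, most of which part fewer same-numbered pairs, 1 had as large a difference of the means (others at most 0.0495) and 2 as large a difference in calls, the other with 251. All splits but the real one mix young and aged livers within a group, which can widen the spread. They therefore cannot show what chance gives. Deviations of the input libraries of both ages with the same number correlated at a mean of 0.0958 over 4 pairs. A difference in time of collection is taken up among the other observations.

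The endogenous genes of the spike-in libraries, for which calls of NAD-RNAs were not found in the paper, gave 1687 NAD-RNAs. In 100 drawn splits that swap input and enrichment within pairs, the real split included, 1 split gave as many, and the next gave 1003. The test and the splits treat the 12 pairs as independent. However, the paper states 3 biological replicates, and same-numbered input libraries of different mixtures correlated at a mean of 0.435. Pairs of different mixtures may thus share livers, and 1 in 100 splits then overstates the support. Of the 1687 genes, 1682 were above 0 in both sets of mixtures and 1228 at least 2-fold in both. Of the calls at both ages and in the spike-in libraries, 1076 were shared, and 414 genes were called in these and both NudC arms. The scaling matters here, since library size alone gave 562. The paper's calls of NAD-RNAs in aged livers are a biological counterpart, and may describe the same enrichment.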

How the results depend on the processing

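No test in this part was chosen only after a result was seen, apart from the alternatives named as added. Of 232 values of the main results under alternatives, 187 kept their direction and their side of the threshold or moved by less than the spread, 8 became weaker, 37 moved, 0 became stronger and 0 reversed. These do not include all genes called in young livers or all called in aged livers as a choice of genes, for which the difference between the ages per animal was 0.216 (2038 genes called in young livers) and -0.030 (1805 genes called in aged livers, exact permutation p = 0.0857). The cause was not tested for any of the changes below.

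With library size alone, NAD-RNAs numbered 803 in NudC-, 621 in NudC+, 885 in young, 714 in aged livers and 562 among endogenous genes of the spike-in libraries. Genes called in NudC- alone numbered 256 (31.9%), and genes at a ratio of 1.5 were 157 higher in young and 73 higher in aged livers. The spike-in ratio was 1.31 at 0%, 1.38 at 1%, 3.18 at 5% and 4.41 at 10% NAD-RNA, and edgeR's log2 fold change at 0% was 0.39 (adjusted p = 0.086, where the alternatives ranged from 0.0053 to 0.198). The difference of the mean log2 fold changes across genes was 0.0650 (Wilcoxon rank-sum test across genes, n = 885 and 714, p = 0.058). Over the alternatives, that p ranged from 2.1e-09 to 0.058 across genes (n = 885 and 714 at the fewest, Wilcoxon rank-sum tests).

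Testing against a 2-fold change gave 622 NAD-RNAs in NudC-, 314 in NudC+, 827 in young, 693 in aged livers and 616 endogenous ones, with 51.3% of the NudC- calls in NudC- alone. With the replicate block, NudC+ had 2047 calls, and the difference in enrichment passed for 71 genes between the NudC arms and for 8 between the ages. Without a filter beyond 1 count it passed for 3 and 4 genes. In all other alternatives it passed for 0 genes, with from 128 to 298 genes at an unadjusted p under 0.05 between the NudC arms and from 422 to 699 between the ages. With the block these were 1261 and 1274. With a mean of at least 10 counts, 22.8% of the NudC- calls were in NudC- alone, and 170 and 66 genes were higher in young and aged livers by a ratio of 1.5. The percentage was 24.7% with DESeq2's Wald test, 36.4% with only the 2 groups compared and 21.3% with all 4 inputs. A ratio of 2 gave 140 and 88 genes.

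The difference between the ages per animal was 0.063 with genes from fits of only the 2 groups compared (exact permutation p = 0.0571) and 0.023 over all tested genes (exact permutation p = 0.314). The correlation of abundance over 50 genes was -0.278 (permutation p = 0.051). The percentile of the spike-in RNA was 99.4% per kilobase and 96.0% over genes that pass the zero filter. The 500 most variable genes put 61.0% and 30.3% of the variance on the first components. Protein-coding genes made up 84.6% of all tested genes, the background for both ages.

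Across the fits that each left out 1 replicate, NAD-RNAs numbered from 1876 to 1990 in young, from 1674 to 1749 in aged livers and from 1490 to 1646 among endogenous genes. Genes at a ratio of 1.5 numbered from 264 to 357 and from 127 to 156. The difference between the ages was from 0.0893 to 0.128 per animal and from 0.0365 to 0.116 across genes. The spike-in ratio ranged from 1.60 to 1.86 at 0%, from 1.57 to 2.34 at 1%, from 4.06 to 4.799 at 5% and from 5.97 to 6.32 at 10% NAD-RNA. Its log2 fold change ranged from 0.67 to 0.90, 0.67 to 1.23, 2.02 to 2.26 and 2.58 to 2.66, and was no longer past the threshold without replicate 2 at 0% and without replicate 1 or 2 at 1%. Genes at 2-fold or more, without a test, numbered 3329 and 3603 in NudC- and 3336 and 3418 in NudC+.

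For the 178 values of named genes, 2262 alternatives gave 2075 values on the same side, 154 weaker, 22 stronger and 11 reversed, and 96 of the 178 were on the same side in every alternative. Reversed with library size alone were Atp5k in aged (-0.060), Fgb in young (-0.18) and aged (-0.11), Mup13 in aged (-0.31) and Bmp5 in young livers (-0.38). Bmp5 in young livers also reversed without the filter (-0.018), with only the 2 groups compared (-0.0070), and without young replicate 2 or 3, within a range of -0.29 to 0.18 across the fits that each left out 1 young replicate. Mup13 in aged livers reversed without aged replicate 1 or 2, within a range of -0.73 to 0.80 across the fits that each left out 1 aged replicate. None of these genes was called at the age in question.

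Library size alone for the interpolation, and DESeq2 with only the 2 groups compared, were added after seeing the data. The former gave 2.37% and the latter 1752, 1353, 1953 and 1840 NAD-RNAs in NudC-, NudC+, young and aged livers. The alternatives for intron enrichment were not run, since no intron counts were used. Leaving out 1 of 2 replicates gave no value for the genes called in NudC- alone or for the difference between the NudC arms. Depth limited genes near 3 counts, and in counts simulated without pairing edgeR without the block recovered 3 of 200 changes as a difference between the NudC arms, where DESeq2 recovered 82. Beside these, edgeR called 3 and DESeq2 23 unchanged genes. Recovery with the block was not tested on paired counts. On the measured counts DESeq2 gave 0 genes, with 128 at an unadjusted p under 0.05.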

Differences from the paper's values

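Apart from library size alone for the percentage at 2-fold, no test in this part was chosen only after a result was seen. The spike-in ratio at 10% NAD-RNA was 6.14, against the paper's 4. Of the alternatives set before the data were examined, library size only (4.41) and leaving out replicate 3 (5.97) came within 1.5 times the paper's value. DESeq2's size factors (6.28), the ratio of the group means (6.14) and leaving out replicate 1 (6.12) or replicate 2 (6.32) did not. Interpolation put 2-fold enrichment at 1.07% NAD-RNA, where the paper gives roughly 3%. A line through all 4 mixtures gave 0.573% and DESeq2's size factors 0.948%. Library size alone came closer to the paper's value. Replicate by replicate, the interpolated percentage ranged from -1.83 to 2.02.

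The paper finds no enrichment of the spike-in RNA without NAD. Here its log2 fold change was 0.78 (edgeR, adjusted p = 0.0095), above input in 3 of 3 replicates. It was not past the threshold with library size only (0.39, adjusted p = 0.086) or without replicate 2 (0.67, adjusted p = 0.198), within a range of adjusted p from 0.0053 to 0.198 over the alternatives.

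The paper names ATM as NAD-capped. Atm was not called at either age, with log2 fold changes of -1.60 in young and -2.05 in aged livers, nor was it called under any alternative. It also names BMP5, and Bmp5 was not called at either age (0.01 and 0.71) nor under any alternative, while Bmp4 was called at both. Mup13 and Mup19, for which the paper gives browser views of NAD-capped genes, were called at neither age nor under any alternative. Mup13 had log2 fold changes of 0.70 in young and 0.05 in aged livers, and Mup19 had -0.85 and -0.81. Of the genes that Fig. 6A shows, Mrps14 was called at neither age (0.98 and 0.67). It was called in young livers by DESeq2's Wald test, with DESeq2's size factors, and without young replicate 1 or 3. Etfrf1 (0.99) was not called in young livers, but was by DESeq2's Wald test, with DESeq2's size factors, and without young replicate 1 or 4.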

Other observations

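The tests of carry-over, of the excess of genes in NudC- alone, of gene models, and of splits for the young and aged calls and for the difference in enrichment between the ages were chosen only after the results were seen.

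The spike-in RNA without NAD was higher in enrichment than in input. Among 418 endogenous genes with merged exons of 400 to 600 nt its log2 fold change lay at the 64.1 percentile, and among the 148 most abundant genes at the 65.5 percentile, against 80.9 among all 14849. All 3 percentiles lie between 10 and 90, and endogenous genes may be NAD-capped themselves, so this does not decide whether short length or high abundance accounts for it.

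Spike-in ratios differed between replicates of a mixture. Over 12 pairs, the deviation of the ratio correlated with that of mitochondrial genome RNA at r = -0.927 (one-sided exact permutation test over 1296 arrangements, p = 7.7e-04), and at -0.879 without the 2 farthest pairs. RNA carried over from the input is a candidate explanation.

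Counts of the mixtures with 0% and 5% NAD-RNA differed from those with 1% and 10%. Of 33 genes at least 4-fold apart, 27 (81.8%) overlapped another annotated gene, against 34.3% of the other tested genes (odds ratio 8.63, two-sided Fisher's exact test, p = 2.9e-08). Counting with different gene models is a candidate explanation, and no biological explanation was tested. Log2 fold changes of the sets correlated at 0.813.

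Input counts of young and aged livers differed in genes of the daily clock. With Dbp and Npas2 left out as seen first, 11 of 11 listed clock genes lay on the predicted side (one-sided exact binomial test, p = 4.9e-04, where clock genes move together and are not independent). Livers collected at different times of day are a candidate explanation. No time of collection was found, so age and time of collection cannot be told apart here. Genes outside the clock list, chosen after their values were seen, also differed widely. Young minus aged differences were -9.18 for Cyp2b9, -8.85 for Cidea, 8.20 for Hsd3b5, 6.58 for Serpina1e and 6.57 for Mup7. The test of the clock genes does not cover them.

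Shorter genes had higher enrichment. With input abundance held, the rank correlation over all tested genes in young livers was -0.459 against -0.460 without. Abundance was hardly related to the fold change (rho -0.044), so this cannot rule out low counts of short genes. With the gene span held, exon length kept -0.330, and the span with exon length held had -0.0048. Breakage of long transcripts remains a possible explanation.

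Pseudogenes were called more often than other genes. Their log2 fold changes followed those of their parent genes (Spearman rho 0.765, 179 pairs, permutation p = 1e-05, the smallest that the permutations allow). Of 30 called pseudogenes 24 had a called parent, against 14 of 149 others. Reads shared with the parent gene are a candidate explanation.

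In 50 simulated draws with the same enrichment in both NudC arms, 100% had as many genes called in NudC- alone as the 435 measured (from 497 to 656). The draws also had from 491 to 642 genes in NudC+ alone, against 144 measured, so they exceed both counts, treat paired libraries as independent and cannot tell whether the number comes from sampling noise at the threshold. The excess over genes called in NudC+ alone was 291, and 0% of the draws reached it (from -141 to 136), although the draws treat all libraries as independent.

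Of the 8 splits of the 8 young libraries that part every same-numbered pair, 1 split, the real one, gave as many NAD-RNAs, and the others gave 0. In aged livers it was also 1 of 8 splits. For the genes at a ratio of 1.5 between the ages it was 1 of 8 splits (464 genes, others 257 to 355), and 1 of all 35 splits. For the difference in enrichment tested by gene, 8 of 8 splits gave as many genes, since all gave 0 at an adjusted p under 0.05, the real one with 588 at an unadjusted p under 0.05, more than in the other 7 (183 to 375) and in the other 34 of all 35 splits (146 to 375). With 8 splits alone no share under 0.05 can be reached. Over all 35 splits of the 8 young or of the 8 aged libraries, 1 gave as many NAD-RNAs, and the next gave 17 in young and 0 in aged livers. All splits but the real ones mix ages, or input and enrichment libraries, within a group, which can widen the spread. They therefore cannot show what chance gives.

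In aged input replicate 4, Xist had 53 counts, against at most 2 in other aged inputs, and the enrichment library of that liver had 11, against at most 3 in the others. RNA from a female liver was tested with 16 genes higher in female liver, of which 0 were highest in that library (one-sided exact binomial test, p = 1). Several of these genes had almost no counts, such as Cyp3a44 with at most 0.31 cpm in the aged inputs. Cyp2b9 ranged from 140 to 257 cpm among them. Such genes could not show a small admixture of female RNA, so the test does not decide about it. No other source was tested.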
